# *Bacillus subtilis* natto Derivatives Inhibit Enterococcal Biofilm Formation *via* Restructuring of the Cell Envelope

**DOI:** 10.3389/fmicb.2021.785351

**Published:** 2021-12-09

**Authors:** Yu-Chieh Lin, Chun-Yi Wu, Hung-Tse Huang, Mei-Kuang Lu, Wei-Shou Hu, Kung-Ta Lee

**Keywords:** probiotics, *Bacillus subtilis* natto, *Enterococcus faecalis*, biofilm, cell envelope synthesis

## Abstract

*Enterococcus faecalis* is considered a leading cause of hospital-acquired infections. Treatment of these infections has become a major challenge for clinicians because some *E. faecalis* strains are resistant to multiple clinically used antibiotics. Moreover, the presence of *E. faecalis* biofilms can make infections with *E. faecalis* more difficult to eradicate with current antibiotic therapies. Thus, our aim in this study was to investigate the effects of probiotic derivatives against *E. faecalis* biofilm formation. *Bacillus subtilis* natto is a probiotic strain isolated from Japanese fermented soybean foods, and its culture fluid potently inhibited adherence to Caco-2 cell monolayers, aggregation, and biofilm production without inhibiting the growth of *E. faecalis*. An apparent decrease in the thickness of *E. faecalis* biofilms was observed through confocal laser scanning microscopy. In addition, exopolysaccharide synthesis in *E. faecalis* biofilms was reduced by *B. subtilis* natto culture fluid treatment. Carbohydrate composition analysis also showed that carbohydrates in the *E. faecalis* cell envelope were restructured. Furthermore, transcriptome sequencing revealed that the culture fluid of *B. subtilis* natto downregulated the transcription of genes involved in the WalK/WalR two-component system, peptidoglycan biosynthesis and membrane glycolipid biosynthesis, which are all crucial for *E. faecalis* cell envelope synthesis and biofilm formation. Collectively, our work shows that some derivatives present in the culture fluid of *B. subtilis* natto may be useful for controlling *E. faecalis* biofilms.

## Introduction

Enterococci, which are Gram-positive bacteria normally present in human gastrointestinal tracts, are the second most common pathogens recovered from catheter-associated infections of the bloodstream and urinary tract and from skin and soft-tissue infections in hospitals in the United States (Paulsen et al., 2003; Arias and Murray, 2012). Among *Enterococcus* species, *Enterococcus faecalis* is the primary species responsible for human enterococcal infections (Sievert et al., 2013). Treatment of *E. faecalis* infections has become increasingly difficult because of the emergence of *E. faecalis* strains that are resistant to numerous clinically used antibiotics, such as macrolides; tetracyclines; aminoglycosides; and glycopeptides, including vancomycin, which was previously used as the antibiotic of last resort for enterococcal infections (Murray, 1997; Klevens et al., 2007; Arias et al., 2010; Frieden, 2013). Moreover, *E. faecalis* has a propensity to transfer antibiotic resistance genes to other bacteria within and across species *via* pheromone-inducible conjugative plasmid transfer, which facilitates the dissemination of antibiotic resistance (Clewell, 1990; Clewell et al., 2002).

In addition to having intrinsic resistance to multiple antibiotics and the ability to transfer antibiotic resistance *via* plasmid transfer, *E. faecalis* can readily form biofilms on a wide range of natural and artificial substrates, such as damaged heart valves, venous catheters, urinary catheters, and indwelling medical devices (Donlan and Costerton, 2002; Fernandez Guerrero et al., 2007). Biofilms are aggregates of microbes that accumulate at a solid-liquid interface and are encased in a self-produced matrix of extracellular polymeric substances (Flemming et al., 2007; Flemming and Wingender, 2010). Since the protective extracellular matrix can decrease the penetration of antibiotics, *E. faecalis* cells in biofilms can be 10 to 1,000 times more resistant to antibiotics than their planktonic counterparts (Hoyle and Costerton, 1991; Mah and O’Toole, 2001). This trait of enterococcal biofilms markedly reduces the effectiveness of current antibiotic treatments. In addition, enterococcal biofilms have been shown to serve as nidi for bacterial dissemination and as reservoirs for antibiotic resistance genes (Ch’ng et al., 2019). Taken together, the evidence indicates that the presence of *E. faecalis* biofilms can make infections with *E. faecalis* more difficult to eradicate. Therefore, there is a demand for novel, safe, and effective methods to inhibit the formation of *E. faecalis* biofilms.

In addition to discovering and developing new antibiotics, scientists have explored the possibility of preventing and treating gastrointestinal tract infections with probiotics, which are live microorganisms, such as bacteria and yeast, that can provide benefits to the host when administered in adequate amounts (Saarela et al., 2002; Kamada et al., 2013). The use of spore-forming bacteria, mostly of the genus *Bacillus*, as probiotics has attracted considerable attention from researchers in recent years (Elshaghabee et al., 2017). In comparison to commonly used non-spore-forming probiotic lactic acid bacteria, *Bacillus* species can form spores under harsh environments. This trait enables them to have higher acid tolerance and better stability during heat processing and low-temperature storage than other bacteria (Elshaghabee et al., 2017). In addition, previous studies (Piewngam et al., 2018; Tazehabadi et al., 2021) have shown that some *Bacillus* species possess the ability to inhibit the colonization and biofilm formation of pathogens *via* actions, such as interference with quorum-sensing signals, or production of antimicrobial agents, such as bacteriocin proteins. Piewngam et al. (2018) found that probiotic *Bacillus subtilis* can produce the lipopeptide fengycin for decolonization of methicillin-resistant *Staphylococcus aureus* (MRSA) in mouse feces and intestines *via* interference with *S. aureus* agr quorum-sensing signaling. Tazehabadi et al. (2021) found that two bacteriocin-producing *Bacillus* probiotic strains, *B. subtilis* KATMIRA1933 and *Bacillus amyloliquefaciens* B-1895, can inhibit the biofilm formation of several strains of the food-borne pathogen *Salmonella enterica* without killing planktonic *S. enterica* cells. Collectively, these studies support the idea that probiotic *Bacillus* species and their derivatives may have the potential to inhibit the biofilm formation ability of other pathogenic bacteria, such as *E. faecalis*.

*B. subtilis* natto is a probiotic strain isolated from natto, which is a traditional fermented soybean food in Japan with a long history of consumption (Nishito et al., 2010). In the process of steamed soybean fermentation, *B. subtilis* natto produces various derivatives, such as extracellular proteases, viscous substance γ-poly-DL-glutamic acid (γ-PGA), and antibiotics (Nishito et al., 2010; Katayama et al., 2021). Some *B. subtilis* natto derivatives may be useful to fight against *E. faecalis*. For example, we have shown in our previous studies that *B. subtilis* natto can secrete nattokinase mainly to degrade the peptide pheromone cCF10, thereby interfering with the transfer frequency of the antibiotic resistance plasmid pCF10 between *E. faecalis* bacteria (Lin et al., 2021). In this study, we further demonstrated the effects of *B. subtilis* natto supernatant on the biofilm formation ability of *E. faecalis*. In addition, we attempted to clarify the mechanisms by which *B. subtilis* natto supernatant affects the biofilm formation of *E. faecalis* using transcriptome sequencing (RNA-seq).

## Materials and Methods

### Bacterial Strains, Medium, and Growth Conditions

All bacterial strains used in this study are listed in Table 1. Wild-type *E. faecalis* OG1RF and constructed *E. faecalis* OG1RF::p23cfp that expresses a constitutive CFP were obtained from the laboratory of Professor Gary M. Dunny (University of Minnesota, United States). All *E. faecalis* strains were statically cultured at 37°C in M9 medium [3g/L yeast extract, 10g/L casamino acids, 36g/L glucose, 0.12g/L MgSO_4_, and 0.011g/L CaCl_2_ (Bandyopadhyay et al., 2016)] or in brain heart infusion broth (BD Co., United States). If needed, the antibiotic rifampicin was added at a concentration of 200μg/ml (Bandyopadhyay et al., 2016).

**Table 1:** Bacterial strains used in this study.

Strain or plasmid	Description	Source	Reference(s)
*E. faecalis* strains			
OG1RF	Rif^r^ Fa^r^	Dr. Gary M. Dunny	Dunny et al., 1978
OG1RF::p23cfp	OG1RF derivative with a constitutive CFP reporter fused to its genomic DNA	Dr. Gary M. Dunny	Barnes et al., 2017
Probiotic strains			
*B. subtilis* natto NTU-18 (BCRC 80390)		Our laboratory	Kuo et al., 2006; Kuo and Lee, 2008

*Bacillus subtilis* natto NTU-18 (BCRC 80390) isolated from a commercial product was maintained in our laboratory (Kuo et al., 2006; Kuo and Lee, 2008). *B. subtilis* natto was cultured in LB broth [10g/L tryptone, 5g/L yeast extract, and 10g/L sodium chloride (Atlas, 2010)] in orbital shakers at 37°C with shaking at 125rpm.

### Preparation of *B. subtilis* natto Cell-Free Supernatant

*Bacillus subtilis* natto supernatant was prepared using methods described in our previous study (Lin et al., 2021). In brief, overnight cultures of *B. subtilis* natto were diluted 1:100 in M9B medium (8.5g/L Na_2_HPO_4_·2H_2_O, 3g/L KH_2_PO_4_, 11.5g/L sodium acetate, and 1ml/L acetic acid were added as buffering agents to the original M9 medium) and cultured aerobically in orbital shakers at 37°C with shaking at 125rpm. After 24h of cultivation, the cultures were centrifuged (4,000×*g*, 10min) to remove all cells. Then, the supernatant was filter-sterilized through 0.22-μm filters (Pall Co., United States) and stored at 4°C.

### Cell Culture

Caco-2, a colon adenocarcinoma cell line, was purchased from the Bioresource Collection and Research Center (BCRC, Taiwan). The cells were routinely maintained in Dulbecco’s modified Eagle medium (DMEM containing 4.5g/L glucose; GeneDireX Inc., Taiwan) supplemented with 10% fetal bovine serum (FBS; Gibco, United States) and 1x penicillin-streptomycin-glutamine (GeneDireX Inc., Taiwan) and incubated at 37°C in a 95% humidity and 5% CO_2_ air atmosphere. The cells were passaged every 5–6days in 10cm^2^ cell culture dishes.

### *In vitro* Assay of Bacterial Adhesion Onto the Human Intestinal Caco-2 Cell Line

An *in vitro* bacterial adhesion assay was performed as described by Letourneau et al. with some modifications (Letourneau et al., 2011). To prepare monolayers of Caco-2 cells for the *in vitro* bacterial adhesion assay, one milliliter of cell suspension (2×10^5^ cells/ml) was seeded in three sets of duplicate wells (one for each treatment) of a 24-well plate, and the plate was incubated in a cell culture incubator until the cells were fully confluent. The cells were then washed with phosphate-buffered saline (PBS), and the culture medium was replaced with 900μl of antibiotic-free DMEM supplemented with 10% FBS; then, 100μl of *B. subtilis* natto supernatant or M9B medium was added.

Overnight cultures of *E. faecalis* cells were centrifuged, washed twice with PBS containing 2mm EDTA, and resuspended in DMEM with 10% FBS. A volume of bacterial culture corresponding to 10^6^ *E. faecalis* cells was used to inoculate Caco-2 cells. The same volume of *E. faecalis* culture was also added to a medium mixture (90% DMEM containing 10% FBS; 10% M9B medium) without Caco-2 cells to determine the total number of bacterial cells in the inoculum. The *E. faecalis* and Caco-2 cells were then cocultured at 37°C with 5% CO_2_ for 3h. After 3h of incubation, the culture medium was removed, and the infected Caco-2 cells were washed 3 times with PBS. All cells were then detached with 0.05% trypsin-EDTA for 20min at 37°C. Then, serial dilutions of these samples were plated on selective Todd Hewitt broth agar medium containing 30g/L Bacto Todd Hewitt Broth (Neogen Cor., United States), 15g/L agar and 50μg/ml rifampicin, and the adherent *E. faecalis* cells were counted.

### Autoaggregation Assay

An autoaggregation assay was performed as described by Baccouri et al. and Kaur et al. with some modifications (Kaur et al., 2018; Baccouri et al., 2019). Overnight cultures of *E. faecalis* OG1RF were diluted 1:100 in M9B medium with or without *B. subtilis* natto supernatant treatment (0, 10, and 50% v/v) and grown in culture tubes with screw caps and rubber liners (Kimble Inc., United States). All culture tubes were incubated anaerobically at 37°C for 24h. After 24h of cultivation, treated and untreated *E. faecalis* cultures were centrifuged, washed twice with PBS, and resuspended in PBS to give final OD_600_ of 1. The *E. faecalis* suspensions were vortexed for 15s and then incubated at 37°C for 4h. After 0 and 4h of incubation without mixing, one milliliter of the suspension from the top of the tube was taken to measure the absorbance (A) at 600nm. Autoaggregation was then calculated as follows: autoaggregation (%)=[1−(A_4h_/A_0_)×100].

### Experimental Setup for SEM

Overnight cultures of *E. faecalis* OG1RF were diluted 1:100 in a 24-well plate containing 1ml of medium and sterile cover glasses and anaerobically cultured at 37°C for 24 or 48h. The biomass that adhered to the cover glass was prefixed with 2.5% glutaraldehyde and 2.5% paraformaldehyde in 0.05M cacodylate at 25°C for 60min.

After prefixation, the samples were washed three times with 0.05M cacodylate and then postfixed with 1% osmium tetroxide in 0.05M cacodylate at 25°C for 60min. The fixed samples were chemically dehydrated using a graded ethanol series [30, 50, 70, 85, 90, 95, and 100% (two times)] and processed in a CO_2_-based critical point dryer and ion coater. The dried samples were observed using an FEI Inspect S scanning electron microscope at a high voltage of 15kV and a magnification of 3,000×.

### Biofilm Growth

A ninety-six-well polystyrene plate-based bacterial biofilm formation assay was performed as described by Dale et al. with some modifications (Dale et al., 2015). In brief, overnight cultures of *E. faecalis* were diluted 1:100 in M9B medium containing 10% *B. subtilis* natto supernatant or not, and 100μl was dispensed into 8 wells per treatment. In addition, Oxyrase^®^ for Broth (Oxyrase Inc., United States) was added to the cultures to generate anaerobic conditions. The 96-well plates were then incubated in the chamber of a SpectraMax^®^ 190 microplate reader (Molecular Devices, LLC, United States) at 37°C for 24h. The OD_600_ was measured every 2h to monitor cell growth. After 24h of cultivation, the culture medium was removed, and the biomass in the bottom of the 96-well plates was washed three times with double-distilled water (ddH_2_O) and then air-dried for 2.5h. Next, the biomass was stained with 0.1% safranin solution for 20min, washed five times with ddH_2_O, and air-dried. The safranin-stained biomass was quantified by measuring the OD_450_ value. Biofilm formation is expressed as an index of the biomass stained with safranin (OD_450_ value) normalized to the cell growth (OD_600_ value at 24h). The relative biofilm biomass values were calculated by further normalizing the biofilm index values of the treated group to those of the negative control group to which no *B. subtilis* natto supernatant was added.

### Experimental Setup for Confocal Microscopy

Overnight cultures of *E. faecalis* OG1RF::p23cfp were diluted 1:100 in M9B medium with or without *B. subtilis* natto supernatant treatment (0, 10, and 50% v/v) and cultured on glass coverslips in 35×12mm tissue culture dishes (Alpha Plus Scientific Co., Taiwan). All dishes were incubated anaerobically at 37°C for 24 or 48h. After 24 or 48h of cultivation, the culture medium in the tissue culture dishes was removed, and the biomass attached to the glass coverslips in the tissue culture dishes was washed twice with PBS to remove unattached cells and then fixed with 2% paraformaldehyde (PFA). Fixation with 2% PFA in PBS was performed at 4°C for 10min. After fixation, the biomass attached to the glass coverslip in the bottom of each petri dish was visualized using a white light laser confocal microscope Leica TCS SP8 X (Leica Microsystems, Ltd., Germany) and analyzed using Leica Application Suite X software.

### Extraction and Analysis of Exopolysaccharides From Biofilms

The extraction and analysis of *E. faecalis* biofilm polysaccharides were conducted using the method described by Liu et al. (2020a, 2020b) with some modifications. Overnight cultures of *E. faecalis* were diluted 1:100 in M9B broth with or without *B. subtilis* natto supernatant (0, 10%, or 50% v/v). One milliliter of diluted *E. faecalis* culture was added to 24-well plates and incubated anaerobically at 37°C. After 24 or 48h of cultivation, the culture supernatant was removed, and the biomass that adhered onto the bottom of each well was washed with ddH_2_O and then air-dried for 1h. Next, the adhered biomass was harvested by scraping the surface thoroughly with a sterile polyester-tipped swab after 1ml of PBS was added into each well. The cell suspensions of two wells corresponding to the same treatment were mixed together and centrifuged at 5,000×g for 30min at 4°C. The concentrated precipitates were resuspended in aqueous solution (2ml) containing 0.85% NaCl and 0.22% formaldehyde, and the *E. faecalis* biofilm polysaccharide was extracted at 80°C for 30min. The polysaccharide dissolved in the formaldehyde solution was recovered further *via* centrifugation at 15,000×*g* and 4°C for 30min. The polysaccharide concentrations were quantified using the phenol-sulfuric acid (PSA) method (Dubois et al., 1951). In brief, 100μl of polysaccharide solutions or standard (D-glucose solution) was mixed equally with 5% (w/w) phenol solution in microcentrifuge tubes. Immediately afterward, 1ml of concentrated sulfuric acid was added. The tubes were then incubated for 5min at room temperature, and 200μl of the reaction mixture was added to a 96-well plate. The absorbance was measured at 492nm using a Multiskan FC microplate photometer (Thermo Fisher Scientific Inc., United States).

### HPAEC Analysis of the Carbohydrate Composition of Polysaccharides Obtained From the *E. faecalis* Cell Envelope

*Enterococcus faecalis* cell envelope polysaccharides were prepared using the method described by Dale et al. (2015, 2017) with some modifications. In brief, overnight cultures of *E. faecalis* were diluted 1:100 in M9B broth without and with *B. subtilis* natto supernatant (0 and 10% v/v) and cultured anaerobically. After 24h of incubation, *E. faecalis* cells were collected by centrifugation, and pelleted cells were washed using sucrose solution [25% sucrose and 10mm Tris-HCl (pH 8)]. Cells were then resuspended in sucrose solution supplemented with lysozyme and mutanolysin and incubated overnight at 37°C with gentle agitation. Next, supernatant fractions were harvested by centrifugation, followed by treatment with RNase A, DNase to remove contaminating nucleic acids, and proteinase K to remove protein impurities. The remaining impurities in the supernatant fraction were further extracted with chloroform. The aqueous phase was transferred to a new tube, and polysaccharides were precipitated by the addition of ethanol to a final concentration of 75% and incubation at −80°C for 30min. Precipitated polysaccharides were washed with 75% ethanol and allowed to air dry.

The carbohydrate composition of *E. faecalis* cell envelope polysaccharides was analyzed following complete acid hydrolysis of the polysaccharides. Acid hydrolysis of *E. faecalis* cell envelope polysaccharides was carried out with 1.95N trifluoroacetic acid (TFA) at 80°C for 6h. The mixture was cooled, evaporated, and then resuspended in Milli-Q water. Monosaccharides were analyzed on an HPAEC system (Dionex BioLC) equipped with a gradient pump, a pulsed amperometric detector (PAD) using a gold working electrode, and an anion – exchange column (Carbopac PA −10, 4.6×250mm). The detection condition was an isocratic NaOH concentration of 18mm at ambient temperature. The flow rate was 1.0ml/min. Identification and quantification of the monosaccharides were carried out in comparison with established standards. Data were collected and integrated on a PRIME DAK system (HPLC Technology, Ltd., United Kingdom).

### RNA Purification and Sequencing

Overnight culture of *E. faecalis* OG1RF was diluted 1:100 in M9B medium with or without *B. subtilis* natto supernatant treatment and incubated anaerobically at 37°C for 24h. After 24h of cultivation, 600μl of bacterial culture was treated with 1,200μl of RNAprotect Bacteria Reagent (Qiagen Ltd., Germany) at room temperature for 5min. The cells were then collected by centrifugation for 10min at 4°C, flash-frozen in liquid nitrogen and stored at −80°C until RNA extraction. For RNA extraction, cells were lysed with lysozyme (30mg/ml) and mutanolysin (500U/ml) in Tris-EDTA (TE) buffer at 37°C for 10min (Bandyopadhyay et al., 2016; Manias and Dunny, 2018). Total RNA was then extracted using an RNeasy Mini Kit (Qiagen Ltd., Germany) according to the manufacturer’s instructions. Five micrograms of total RNA was subjected to DNase treatment with Turbo DNase (Ambion Co., United States) according to the manufacturer’s instructions. The RNA purity and concentration were measured using an ND-1000 spectrophotometer (NanoDrop Technologies, Inc., United States), and RNA integrity was validated using a Bioanalyzer 2,100 (Agilent Technologies, Inc., United States). Then, ribosomal RNA was removed using a RiboMinus^™^ Transcriptome Isolation Kit (Invitrogen Co., United States). The cDNA library was constructed with purified mRNA with a SureSelect Strand Specific RNA Library Preparation Kit (Agilent Technologies, Inc., United States) according to the manufacturer’s instructions. RNA-seq using the Illumina NovaSeq 6,000 (paired end) platform was performed at Welgene Biotech (Taiwan).

### RNA-seq Data Analysis

The raw image data were converted to sequence data using bcl2fastq conversion software v2.20. After adaptor clipping and sequence quality trimming with Trimmomatic v0.36, the clean reads of the control and treated groups were mapped to the reference genome of the WT strain *E. faecalis* OG1RF (NC_017316.1) using HISAT2.

Differential expression analysis was performed using cuffdiff (cufflinks v2.2.1) with genome bias detection/correction and Welgene Biotech’s in-house pipeline. Genes with a value of *p*≤0.05 and an FC≥2 were considered significantly differentially expressed. Functional enrichment assays of the differentially expressed genes (DEGs) in each experiment were performed using clusterProfiler v3.6.

### Accession Number(s)

The RNA-seq data discussed in this study have been deposited in NCBI’s Gene Expression Omnibus database (Edgar et al., 2002; Barrett et al., 2013) and are accessible at GEO series accession number GSE184249.^1^

### RT-qPCR

Total RNA was prepared according to the methods above. Approximately 500ng of total RNA was used to synthesize cDNA with a Quant II Fast RT kit (BIOTOOLS Co., Ltd., Taiwan). Each reaction product was diluted 1:20 in ddH_2_O, and 1μl was then used for quantitative real-time polymerase chain reaction (RT-qPCR) using SYBR^®^ Green Supermix (Bio-Rad Laboratories, Inc., United States) and a Bio-Rad CFX384 instrument (Bio-Rad Laboratories, Inc., United States). A total reaction volume of 10μl containing 2μl of gene-specific primer mixture at a concentration of 2μm was used in each well. Each reaction was performed in triplicate, and the threshold cycle (C_T_) values were obtained. Relative quantification was performed using the 2^-ΔΔCT^ method (Livak and Schmittgen, 2001). Gene expression was normalized to that of the housekeeping gene gyrB, which is moderately expressed (Chatterjee et al., 2013). The sequences of the primers are listed in Table 2. Three biological replicates were performed to show repeatability.

**Table 2:** Sequence of the primers used for quantitative real-time polymerase chain reaction (RT-qPCR).

Primer target (name)		Sequence (5′-3′)	Reference
Locus tag	Symbol		
OG1RF_RS00035	gyrB	Forward 5′-CCTATCGGCCTCGGCTTAG-3′ Reverse 5′- AGCGAAAGACAGGTGAGAATCC-3′	Chatterjee et al., 2013
OG1RF_RS01345	copA	Forward 5′-TTAGCCAAAGTGTGCAGCCG-3′ Reverse 5′-CAAGGGACGGATTCAACCGC-3′	This study
OG1RF_RS01350	ctpA	Forward 5′-GCAACAGCGGACCAAGATCG-3′ Reverse 5′- GCAAAGGTCGTCGCATGTGT-3′	This study
OG1RF_RS05035	walK	Forward 5′-TCGCTCGTGGTGATTACGCT-3′ Reverse 5′-CGATCCGTCGCAATGACACC-3′	This study
OG1RF_RS01870	murQ	Forward 5′-GCGATTGCTGCTAGTGGTCG-3′ Reverse 5′-CGCAATCCCAATTTCCGCCA-3′	This study
OG1RF_RS03760	murD	Forward 5′-ACGGGCACCAATGGCAAAAC-3′ Reverse 5′-CTTGAGCCACCGTACTCGCT-3′	This study
OG1RF_RS08680	murN	Forward 5′-CGCCGTCAATGTCGAAAGCA-3′ Reverse 5′-GACGTGGCTGGCATTGTGAA-3′	This study
OG1RF_RS09795	uppS	Forward 5′-TCCAGCAATTCTCGGCAGTCT-3′ Reverse 5′-AAGGCCAAATTCCGCAGCAC-3′	This study
OG1RF_RS11220	bgsA	Forward 5′-CGCATAGGCCCCTTCGATGA-3′ Reverse 5′-TGCGCGACAGTTACCAGAGT-3′	This study
OG1RF_RS12995	guaB	Forward 5′-AACAATCGCATCGGCACCTG-3′ Reverse 5′-CGGTCGTTTACTTGTGGCGG-3′	This study
OG1RF_RS13100		Forward 5′-TTGTTTCCTGTGTTGCCGCC-3′ Reverse 5′-TACCGATGGCGCAGGACATT-3′	This study
OG1RF_RS09175	clpB	Forward 5′-CGGCGTCCATACTGCCTTCT-3′ Reverse 5′-TGCGGGAGCAAAATTCCGTG-3′	This study
OG1RF_RS05115		Forward 5′-TTGTAGCGGTTGGTGTCCGT-3′ Reverse 5′-TCTGGCTCACTTGTCCGCAT-3′	This study
OG1RF_RS06740		Forward 5′-CGTGTCGTTGTCGTTGGTGG-3′ Reverse 5′-ATGCGGTCTAACCCGTCAACT-3′	This study
OG1RF_RS10140	murA	Forward 5′-GCTTCCACTGCTGCTCCTTG-3′ Reverse 5′-GCGTCGAATGAACGCTGACT-3′	This study
OG1RF_RS10725	murB	Forward 5′-AGCGGTTGCTTCAGTTCACG-3′ Reverse 5′- TGCAGAAGTGCTGTTGGCAG −3′	This study
OG1RF_RS03015	murF	Forward 5′- GCAGCGAATGGTGCCGAAAT-3′ Reverse 5′- TGCTGCGCCATTGCTTGATG −3′	This study
OG1RF_RS03765	murG	Forward 5′- TTGACCGGCGCTCGTTTAGT-3′ Reverse 5′- CGCCGTTGCCATCTGTTGTC -3′	This study
OG1RF_RS05030	walR	Forward 5′-CATGGTCTCAAAACGGGGTG-3′ Reverse 5′-AATAACCAACCCCACGACGA-3′	Wu et al., 2021

## Results

### *Bacillus subtilis* natto Supernatant Affects *E. faecalis* Adhesion Onto Human Intestinal Caco-2 Cell Monolayers

Bacterial adhesion to and subsequent colonization of host tissues are key steps in the initial stage of biofilm formation (Baldassarri et al., 2001; Monte et al., 2014). To test our hypothesis that *B. subtilis* natto supernatant would interfere with *E. faecalis* biofilm formation, we first investigated whether the ability of *E. faecalis* to adhere onto the human intestinal epithelial cell line Caco-2 was inhibited by *B. subtilis* natto supernatant treatment. A certain number of *E. faecalis* cells were added to Caco-2 monolayer cultures in the presence or absence of *B. subtilis* natto supernatant. After 3h of cocultivation, the *E. faecalis* cells adhered to the Caco-2 cell monolayers were detached and quantified *via* plating of the entire cultures on selective medium. As shown in Figures 1A,C, the concentrations [colony-forming units (CFU)/ml] of adhered *E. faecalis* cells [both wild-type (WT) and cyan fluorescent protein (CFP)-expressing strains] decreased markedly due to *B. subtilis* natto supernatant treatment. The relative adhesion of *E. faecalis* OG1RF (WT) cells decreased from 1.55 to 1.02%; the relative adhesion of *E. faecalis* OG1RF::p23cfp cells decreased from 0.93 to 0.51% (Figures 1B,D). These results indicated that *B. subtilis* natto supernatant likely interferes with the ability of *E. faecalis* to adhere to host tissues, such as the human intestinal tract.

**Figure 1:**
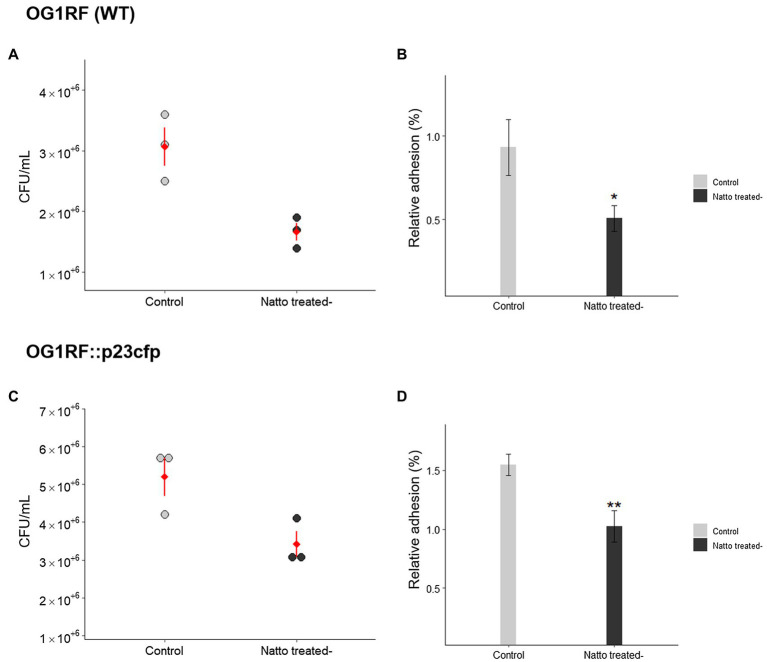
*Bacillus subtilis* natto supernatant affects the adhesion of *Enterococcus faecalis* cells into human intestinal Caco-2 cell monolayers. The concentrations **(A,C)** (CFU/ml) and relative adhesion(%) **(B,D)** of *E. faecalis* OG1RF (WT) and OG1RF::p23cfp cells to Caco-2 cell monolayers after 3h in an *in vitro* bacterial adhesion assay with or without *B. subtilis* natto supernatant treatment (10%, v/v). In **(A)** and **(C)**, each dot in the figures represents a replicate, and the red diamonds with red lines indicate the means±SDs (*n*=3). In **(B)** and **(D)**, the data are presented as the means±SDs (*n*=3). ^*^p<0.05 and ^**^p<0.01 compared with each negative control group (Student’s *t*-test).

### *Bacillus subtilis* natto Supernatant Reduces the Formation of *E. faecalis* Aggregates

Previous studies (Kragh et al., 2016) have shown that bacterial cells tend to clump together in multicellular aggregates before they form biofilms. Herein, we investigated whether *B. subtilis* natto supernatant affects the formation of *E. faecalis* aggregates. Overnight cultures of *E. faecalis* were diluted in M9B medium in the presence or absence of the *B. subtilis* natto supernatant and incubated under anaerobic conditions. After 24h of cultivation without mixing, both 10 and 50% (v/v) *B. subtilis* natto supernatant-treated *E. faecalis* cultures remained turbid, whereas control (untreated) cultures settled at the bottom of the tube (Figure 2A). Treated and untreated *E. faecalis* cells were collected and used in 4-h autoaggregation assay. As shown in Figure 2B, percentage autoaggregation of both 10 and 50% (v/v) *B. subtilis* natto supernatant-treated *E. faecalis* was significantly lower than that of untreated *E. faecalis* (control group; 10%: *p*<0.05; 50%: *p*<0.01). In addition, the aggregates of *E. faecalis* cells formed on glass coverslips with or without *B. subtilis* natto supernatant were observed and analyzed using scanning electron microscopy (SEM). As shown in Figure 2C, *E. faecalis* cells in the control group formed dense aggregates after 24h of cultivation. However, the dense aggregation of *E. faecalis* cells was markedly reduced upon treatment with 10 and 50% v/v *B. subtilis* natto supernatant. Even though *E. faecalis* grew for 48h, no large cell clumps were observed in the *B. subtilis* natto supernatant-treated groups. Collectively, these results indicated that *B. subtilis* natto supernatant might inhibit *E. faecalis* autoaggregation, thus affecting biofilm initiation and development.

**Figure 2:**
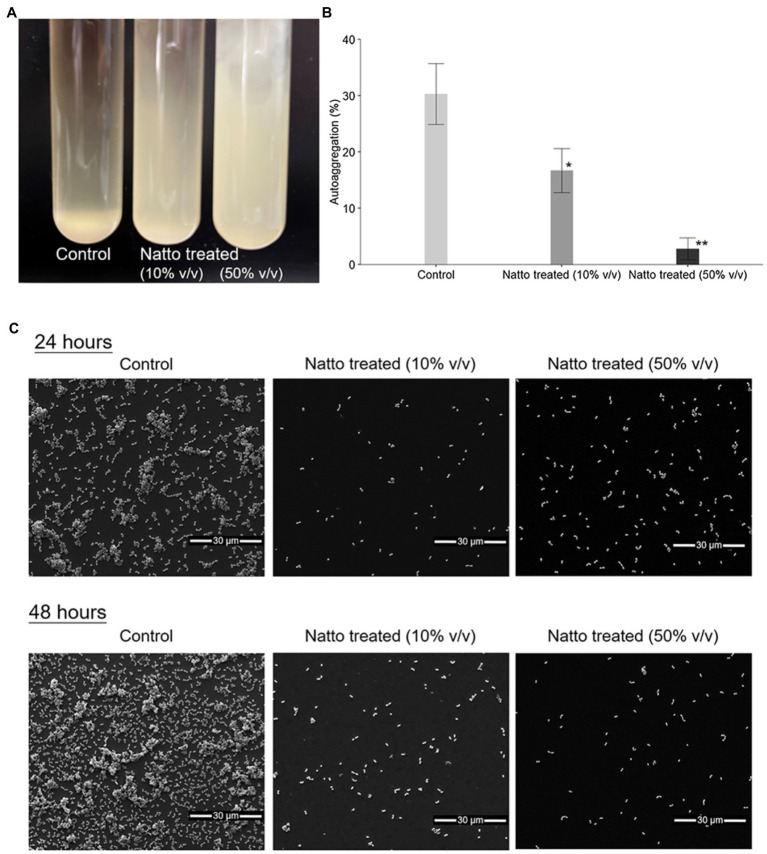
*Bacillus subtilis* natto supernatant inhibits *E. faecalis* autoaggregation. **(A)** Macroscopic analysis of untreated (control) and *B. subtilis* natto supernatant-treated (10 and 50% v/v) *E. faecalis* cultures after 24h of cultivation. **(B)** Percentage autoaggregation exhibited by untreated (control) and *B. subtilis* natto supernatant-treated (10 and 50% v/v) *E. faecalis*. The data are presented as the means±SDs (*n*=3). Values with asterisks (*) were significantly different compared with the negative control (untreated) group according to Duncan’s multiple range tests (^*^p<0.05; ^**^p<0.01). **(C)** SEM images of *E. faecalis* aggregates.

### Inhibition of *E. faecalis* Biofilm Production by *B. subtilis* natto Supernatant

Ninety-six-well polystyrene plate-based biofilm assays devised by Dale et al. (2015) were performed here to investigate the effect of *B. subtilis* natto supernatant on *E. faecalis* biofilm growth over 24h. Overnight cultures of *E. faecalis* were diluted in M9B medium in the presence or absence of the *B. subtilis* natto supernatant (10% v/v) and incubated under anaerobic conditions for 24h. The optical density at 600nm (OD_600_) values of the *E. faecalis* cultures were measured every 2h to monitor the growth status of *E. faecalis* within 24h. After 24h of cultivation, the biomass that adhered to the bottom of the 96-well plates was washed, dried, and stained with safranin. Biofilm production was expressed as an index of the biomass stained with safranin [optical density at 450nm (OD_450_) value] normalized to the cell growth (OD_600_ value at 24h). As shown in Figures 3A,B, the OD_600_ values of treated *E. faecalis* cultures were higher than those of untreated *E. faecalis* cultures when *E. faecalis* grew to the exponential growth phase. These results indicated that *B. subtilis* natto supernatant might slightly promote rather than inhibit the growth of *E. faecalis* in 24h. However, the biofilm growth of *E. faecalis* at 24h was significantly inhibited by *B. subtilis* natto supernatant treatment. The relative biofilm production rates (%) of WT and CFP-expressing *E. faecalis* OG1RF strains decreased by 21.18 and 26.99%, respectively (Figure 3C). These results showed that *B. subtilis* natto supernatant could inhibit *E. faecalis* biofilm production without killing planktonic *E. faecalis* cells.

**Figure 3:**
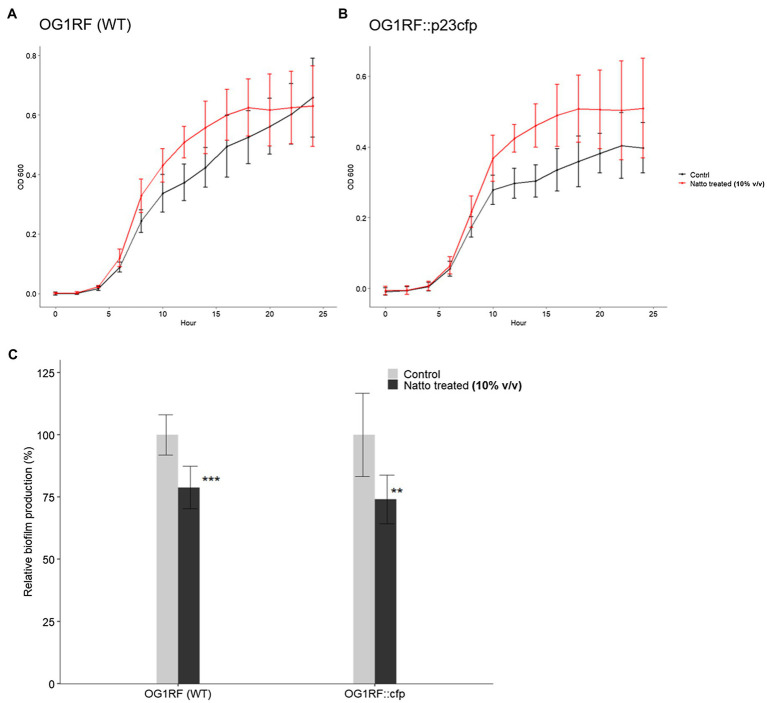
*Bacillus subtilis* natto supernatant interferes with *E. faecalis* biofilm production but not growth. **(A,B)** Growth curves of *E. faecalis* OG1RF WT and OG1RF::p23cfp in the absence or presence of *B. subtilis* natto supernatant (10% v/v) for 24h. In **(A)** and **(B)**, the Y axis shows the OD_600_ values of the bacterial cultures at different time points. The data are presented as the means±SDs (*n*=8). **(C)** Biofilm production in the absence or presence of *B. subtilis* natto supernatant (10% v/v) for 24h. Biofilm production is expressed as an index of the biomass stained with safranin (OD_450_ value) normalized to the cell growth (OD_600_ value at 24h). Relative biofilm production (%) was calculated by further normalizing the biofilm index values of the treated group to those of the negative control group to which no *B. subtilis* natto supernatant was added. The data are presented as the means±SDs (*n*=8). ^**^p<0.01 and ^***^p<0.001 compared with each negative control group (Student’s *t*-test).

The difference between the *B. subtilis* natto supernatant-treated and untreated groups seemed to be more significant in SEM images (Figure 2C) than in the biofilm formation assay (Figure 3C). In SEM experiments, *E. faecalis* cells attached to glass coverslips that had no coating, whereas *E. faecalis* cells in the biofilm formation assay attached to the tissue culture-treated bottom of a 96 well polystyrene plate. We found that *E. faecalis* cells had relatively difficulty attaching to noncoating abiotic surfaces, such as glass coverslips. Furthermore, some *E. faecalis* cells or clumps that attached to glass coverslips may be removed due to multistep sample pretreatment before SEM observations. Therefore, we inferred that these factors might contribute to the deviation between the results of the SEM experiment and the 96-well plate-based biofilm formation assay (Figures 2C, 3C, respectively).

### *Enterococcus faecalis* Biofilm Architecture Is Impacted by *B. subtilis* natto Supernatant

The 3D architecture of the biofilms of the CFP- expressing strain *E. faecalis* OG1RF::p23cfp that formed on the glass coverslips at the bottom of the tissue culture dishes with or without *B. subtilis* natto supernatant was visualized and analyzed using confocal laser scanning microscopy (CLSM). The results are shown in Figure 4. After 24h of cultivation, the *E. faecalis* in the control group formed dense and well-organized biofilms, whereas the *E. faecalis* in both *B. subtilis* natto supernatant-treated groups formed loose and even disorganized biofilms, especially those in the group with high-dose *B. subtilis* natto supernatant (50% v/v) treatment. In addition, the biofilms of both 10 and 50% (v/v) *B. subtilis* natto supernatant-treated *E. faecalis* were thinner (at almost 12 and 5μm, respectively) than the *E. faecalis* biofilm in the control group, which was 18μm thick. Although all the control and *B. subtilis* natto supernatant-treated biofilms grew thicker from 24 to 48h, the inhibitory effect of *B. subtilis* natto supernatant on *E. faecalis* biofilms still existed (approximate biofilm thickness: 25μm in the control group, 18μm in both treated groups). The CLSM results were consistent with the results shown by biofilm assays conducted in 96-well polystyrene plates. Taken together, these results indicated that *B. subtilis* natto supernatant interfered with *E. faecalis* biofilm growth and resulted in the formation of looser and thinner biofilms.

**Figure 4:**
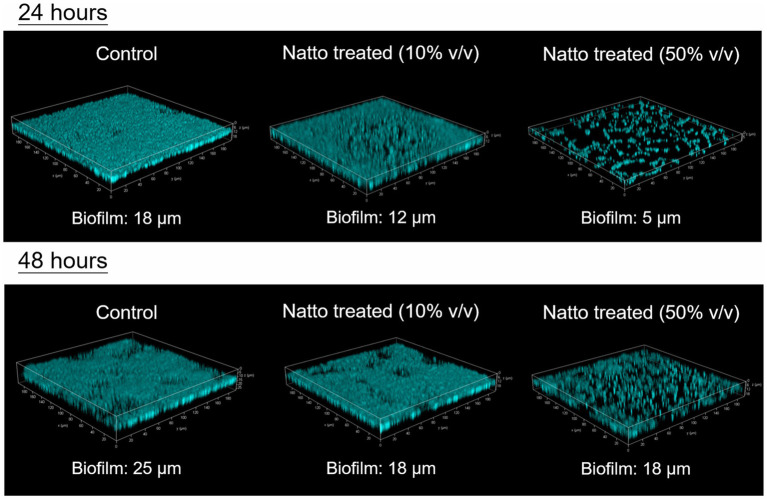
3D architecture of *E. faecalis* OG1RF::p23cfp biofilms with or without *B. subtilis* natto supernatant. The CFP-expressing strain *E. faecalis* OG1RF::p23cfp was cultured anaerobically in M9B medium without or with *B. subtilis* natto supernatant (0, 10, or 50% v/v) on glass coverslips in tissue culture dishes. After 24 or 48h of cultivation, the biofilms that formed on the bottom of the culture dishes were washed, fixed, and then analyzed using CLSM. The approximate biofilm thicknesses (μm) for all groups were measured and are shown in the figure.

### Inhibition of *E. faecalis* Biofilm Polysaccharide Production by *B. subtilis* natto Supernatant

We found that *E. faecalis* cells can easily and effectively attach to the bottom of tissue culture-treated plates or dishes and form biofilms. Therefore, in the 96-well plate-based biofilm formation assay, we hypothesized that approximately the same number of *E. faecalis* cells attached to the tissue culture-treated surface in the presence or absence of *B. subtilis* natto supernatant. The results in Figure 3C show that *E. faecalis* biofilm production was inhibited by *B. subtilis* natto supernatant treatment. In addition, the *E. faecalis* biofilms in the *B. subtilis* natto supernatant-treated groups were thinner than those in the control (untreated) groups under CLSM (Figure 4). However, *B. subtilis* natto supernatant did not inhibit the growth of *E. faecalis* (Figures 3A,B). Based on these observations, we inferred that the secretion of extracellular polymeric substances (EPSs) in *E. faecalis* biofilms might be changed. When bacteria adhere to a solid surface, they continue to grow and secrete EPS, which comprises polysaccharides, proteins, nucleic acids, and fatty acids (Liu et al., 2020a,b). EPS plays a key role in forming the three-dimensional architecture of biofilms. As reported previously, EPS in most biofilms accounts for more than 90% of the dry mass (Flemming and Wingender, 2010). Furthermore, polysaccharides are the major components of EPS (Flemming and Wingender, 2010). Herein, we investigated whether the polysaccharide contents of *E. faecalis* biofilms were reduced. The quantification results in Figure 5 show that the polysaccharide contents of *E. faecalis* biofilms indeed decreased in both the 10 and 50% (v/v) *B. subtilis* natto supernatant-treated groups after 24h of cultivation. When *E. faecalis* grew for 24 to 48h, the biofilm exopolysaccharide contents in all the control and treated groups increased. However, the polysaccharide contents in both the 10 and 50% (v/v) *B. subtilis* natto supernatant-treated groups were significantly lower than those in the control groups. Thus, *B. subtilis* natto supernatant likely inhibited *E. faecalis* biofilm polysaccharide production.

**Figure 5:**
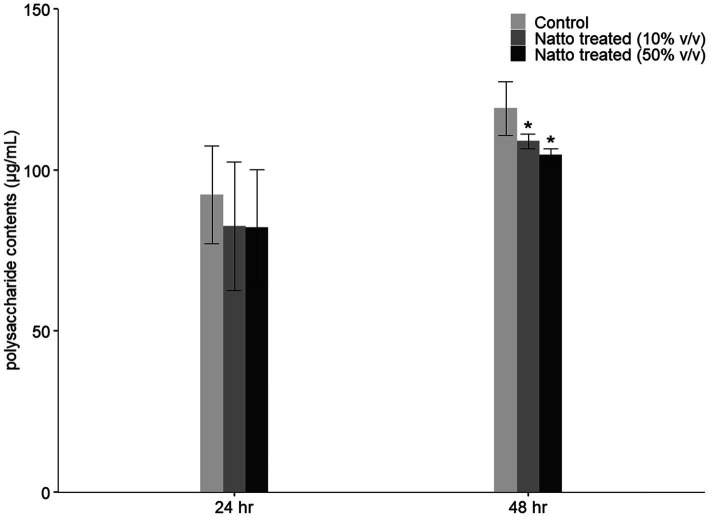
Inhibitory effect of *B. subtilis* natto supernatant on *E. faecalis* biofilm polysaccharide production. *E. faecalis* OG1RF was anaerobically cultured in M9B broth without or with *B. subtilis* natto supernatant (0, 10, and 50% v/v) for 24 or 48h. The polysaccharide contents obtained from *E. faecalis* biofilms were determined using the PSA method. The data are presented as the means±SDs (*n*=3). Values with asterisks (*) were significantly different compared with each negative control group according to Duncan’s multiple range tests (^*^p<0.05).

### *Bacillus subtilis* natto Supernatant Restructures Carbohydrates in the *E. faecalis* Cell Envelope

Previous studies (Haussler et al., 2003; Kragh et al., 2016) have reported that greater cell surface “stickiness” may increase the tendency of bacterial cells to form aggregates and attach to a solid surface, thus increasing biofilm formation. The properties of the bacterial cell surface, including stickiness, may be associated with the composition and organization of the bacterial cell envelope, which comprises the inner cell membrane and the cell wall (Sengupta et al., 2013; Choi et al., 2015). Here, we investigated whether the carbohydrate composition of the *E. faecalis* cell envelope was impacted by *B. subtilis* natto supernatant treatment (10% v/v, 24h) using high-performance anion-exchange chromatography (HPAEC). As shown in Figure 6, several types of monosaccharides, including glucose, glucosamine, and galactosamine, were detected in the *E. faecalis* cell envelope. Glucose, which accounted for approximately 45mol % of all monosaccharides in the *E. faecalis* cell envelope, was the most abundant monosaccharide. Upon treatment with *B. subtilis* natto supernatant, the content of glucose increased by approximately 5mol %, whereas the content of other monosaccharides decreased. Restructuring of the monosaccharide composition in the cell envelope can likely result in changes in cell surface properties, thus affecting the biofilm formation ability of *E. faecalis*.

**Figure 6:**
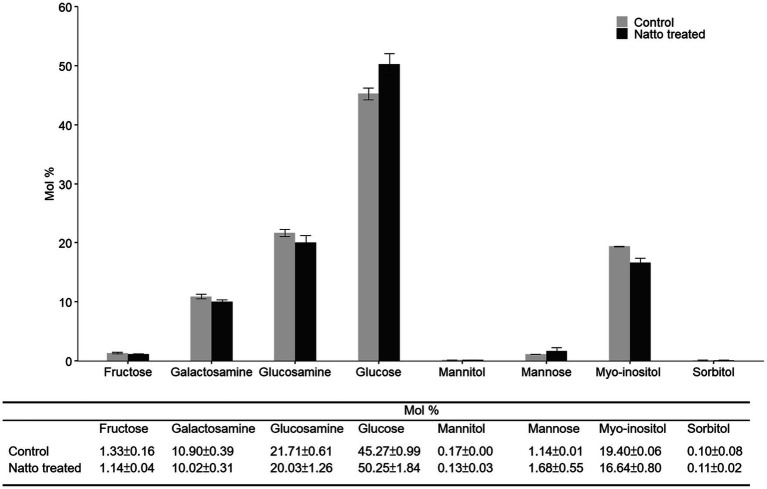
Carbohydrate composition of purified polysaccharides obtained from the *E. faecalis* cell envelope. *E. faecalis* OG1RF was anaerobically cultured in M9B broth without or with *B. subtilis* natto supernatant (0 and 10v/v) for 24h. The polysaccharides in the *E. faecalis* OG1RF cell envelope were purified for carbohydrate composition analysis using HPAEC. The data are presented as the means±SDs (*n*=3).

### RNA-seq Analysis of *E. faecalis* in Response to *B. subtilis* natto Supernatant

To further understand how *E. faecalis* responded to *B. subtilis* natto supernatant, we searched for DEGs between *E. faecalis* treated with or without *B. subtilis* natto supernatant using RNA-seq analysis. 

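RNA was collected from E. faecalis OG1RF, a laboratory strain with a sequenced genome, after 24 h of anaerobic growth at 37 °C with or without B. subtilis natto supernatant. There was 1 library for the treated group and 1 for the control (untreated) group, so the spread between cultures was not measured and no test was run on these values. The sample labels give the supernatant as 10% v/v and the medium as M9, whereas the methods paragraph on RNA gives M9B medium and no percentage. Ribosomal RNA was depleted before strand-specific, paired-end sequencing. The authors trimmed the reads with Trimmomatic, mapped them to the OG1RF chromosome with HISAT2 and computed FPKM with cuffdiff, with bias correction. FPKM scales fragments to the length of the gene in kilobases and to the size of each library. How cuffdiff scaled the libraries to each other is not given in the paper's methods. FPKM is relative. Unless that scaling corrects for it, a few abundant RNAs that take more of a library lower the values of all other genes in it. The number of reads per library is not given in the sources used here, so the depth behind each FPKM is unknown and no counting error is attached to it. The deposited values cover only the genes past both thresholds of the methods (p of at most 0.05 and FC of at least 2). Genes that did not pass are not analysed here, which leaves no background for an enrichment test and no way to rescale the libraries. Ratios of treated over control FPKM were recomputed from these values without a pseudocount. An FPKM entered as 1e-05 stands for 0, and such a gene is reported as listed at 0, with no FC. The p-values and q-values are those of the authors' deposited table, and with 1 library per group they do not measure the spread between replicate cultures.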

According to the RNA-seq results, approximately 95.94 and 97.98% of the clean reads from the treated and control (untreated) groups were mapped to the reference genome, respectively. Among the 2,657 genes detected by RNA-seq [2,658 genes present in *E. faecalis* OG1RF (Bourgogne et al., 2008)], 95 genes were identified as differentially expressed [value of *p*≤0.05 and fold change (FC)≥2] in the treated group (Figure 7 and Supplementary Table 1). Among these DEGs, 70 genes were identified as significantly downregulated, and 25 genes were found to be significantly upregulated. Furthermore, Gene Ontology (GO) annotation analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed to identify DEGs at the biological function level. 

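The 95 genes were 91 protein-coding genes, 3 rRNA genes and 1 tRNA gene. Among genes with an FPKM of at least 1 in both libraries, the highest ratio was that of a 16S rRNA gene, OG1RF_RS04060, at 8.20 FPKM in the control library and 125 in the treated library. Because rRNA genes occur as near-identical copies that share reads and rRNA was depleted beforehand, the value of a single copy is uncertain. The next highest were OG1RF_RS05010, a TIGR01906 family membrane protein, with 2.80 FPKM in control and 13.9 in treated cells, and OG1RF_RS02105, a uracil-DNA glycosylase that removes uracil from DNA, with 71.1 and 348 FPKM. Among the same genes with an FPKM of at least 1 in both libraries, the lowest ratio, 0.199, belonged to OG1RF_RS07690, which encodes phosphoribosylaminoimidazolesuccinocarboxamide synthase of purine synthesis, with 8.48 FPKM in control and 1.68 in treated cells. It was followed by OG1RF_RS08990, a FUSC family protein, with 4.03 and 1.02 FPKM. These places depend in part on low values. With 1 added to each FPKM, the log2 ratio of OG1RF_RS05010 went from 2.31 to 1.97, below OG1RF_RS02105 at 2.27. That of OG1RF_RS08990 went from -1.98 to -1.32, nearer to no change than OG1RF_RS09790 at -1.71.

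**Figure D1:**
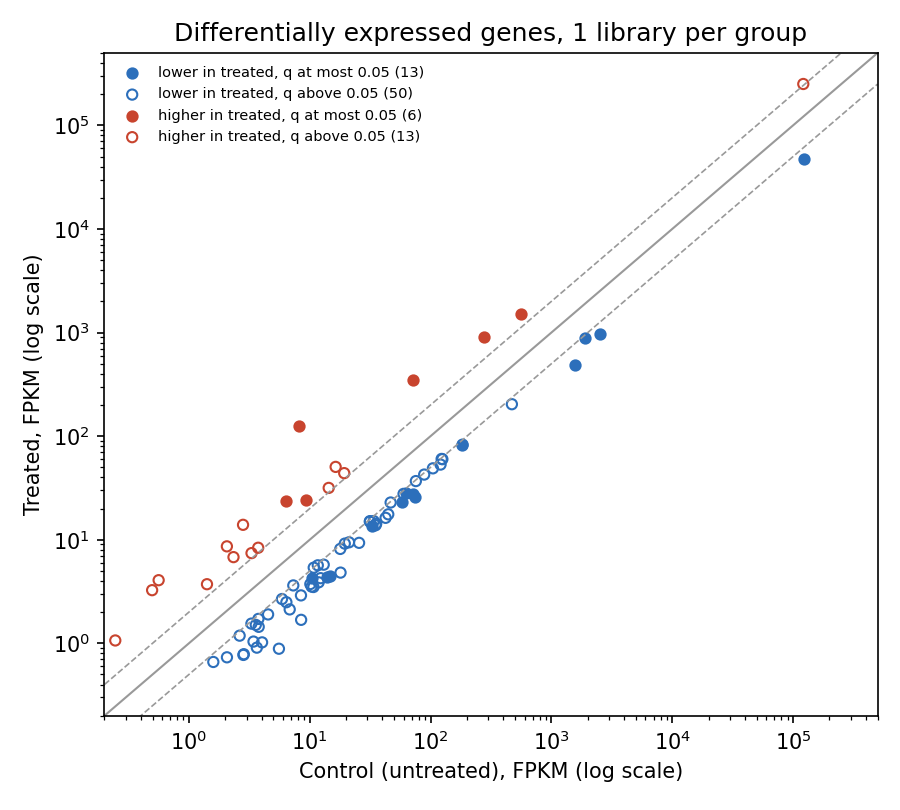
FPKM of the 82 genes above 0 in both libraries, control on the x axis and treated on the y axis, both on log scales, with 1 point per gene, filled where q in the authors' deposited table was at most 0.05. The solid line marks equal FPKM and the dashed lines a ratio of 2 and of 0.5, and every point lies on or outside the dashed lines.

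In the authors' deposited table, q was at most 0.05 for 20 of the 95 genes, of which 13 were lower and 7 were higher in treated cells. With p of at most 0.01 in the authors' deposited table there were 53 genes. With an FC threshold of 3 there were 37, which counts all 13 genes listed at 0 in either library. The ratios of those 13 genes rest on a small number standing in for 0 and are not fold changes.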

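Genes for translation and RNA processing were lower in the treated library in 8 of 8 listed members. They included the beta subunit of phenylalanine--tRNA ligase (OG1RF_RS04675), with 71.2 FPKM in control and 27.8 in treated cells, the tRNA thiolation enzyme mnmA, with 58.5 and 23.2 FPKM, and ribonuclease R (rnr), with 35.5 and 14.2 FPKM. Of 6 genes for DNA replication and repair, 5 were lower, among them the DNA polymerase III subunits holA, with 10.1 and 3.73 FPKM, and holB, with 105 and 48.9 FPKM, and the SOS repressor gene lexA, with 11.9 and 3.88 FPKM. The uracil-DNA glycosylase was the member that was higher. All 4 listed genes of membrane lipid and glycolipid synthesis were lower. They included fabG of fatty acid synthesis, with 121 FPKM in control and 53.1 in treated cells, and the acyltransferase OG1RF_RS10535, with 25.6 and 9.33 FPKM. The 3 listed genes of phosphate and metal uptake were lower, with pstS, the phosphate-binding protein, at 6.41 and 2.49 FPKM. Also lower were the signal peptidase gene lepB, at 35.0 and 13.8 FPKM, and the membrane protease gene rseP, at 3.76 and 1.72 FPKM. Both listed surface protein genes were higher, neither with q of at most 0.05 in the authors' deposited table. The WxL domain surface protein OG1RF_RS12535 had 0.496 FPKM in control and 3.26 in treated cells, so that 1 of the 2 had an FPKM of at least 1 in both libraries. The other, the surface anchor protein gene OG1RF_RS13100, had 3.30 and 7.42 FPKM, but the paper's RT-qPCR value for it was 1.00 ± 0.29. Of 3 sugar phosphotransferase system genes, OG1RF_RS03885, with 14.4 and 31.6 FPKM, and OG1RF_RS09550, with 1.41 and 3.72 FPKM, were higher, whereas OG1RF_RS11580 was listed at 0 in treated cells with 2.61 FPKM in control. The ribonucleotide reductase assembly flavoprotein gene nrdI had 2.06 FPKM in control and 8.63 in treated cells. Over the 13 lists, 36 of the 47 members in the table were lower and 11 were higher, beside 70 lower and 25 higher among all 95 genes. In the authors' deposited table q was at most 0.05 for 8 of those 36. None of the 8 belonged to the lists for membrane lipids, DNA replication and repair, phosphate and metal uptake, or signal peptidase and protease. The lists were drawn up from the annotations of Supplementary Table 1 with its values in view, so their counts are not independent evidence of a direction. Apart from the peptidoglycan and WalK/WalR lists, every member was taken from the genes past the thresholds, so a list does not cover its pathway. The median log2 ratio was -1.30 over the 63 lower genes with FPKM above 0 in both libraries and 1.62 over the 19 higher ones.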

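The GO term ATP binding was attached to 10 of the differentially expressed genes, and all 10 were lower in the treated library. The ABC-F family gene OG1RF_RS10290 had 74.3 FPKM in control and 25.6 in treated cells. The DNA topoisomerase IV gene parE had 17.9 and 8.15 FPKM, the tryptophanyl-tRNA ligase gene trpS had 8.46 and 2.90 FPKM, and the DNA helicase gene recQ had 5.89 and 2.67 FPKM. The sigma-54-dependent regulator OG1RF_RS00090 had 10.5 FPKM in control and 4.25 in treated cells, and the ABC transporter gene OG1RF_RS06200 had 6.83 and 2.12 FPKM. The other members were OG1RF_RS07545, a phosphate transporter subunit, OG1RF_RS04675, the chaperone gene clpB and the peptidoglycan precursor ligase gene murD. The term RNA binding was attached to 4 genes, all of them lower. Of 8 genes of peptidoglycan precursor synthesis and recycling, murQ, murD, murN and uppS were in the table and all 4 were lower, while murA, murB, murF and murG were not among the genes past the thresholds. Of the 4 lower genes, 2 (murQ and uppS) had an FPKM of at least 1 in both libraries, and none had a q of at most 0.05 in the authors' deposited table. Absence from the table does not show that a gene was unchanged. By RT-qPCR the paper reports murA, murB and murG, but not murF, as inhibited. No enrichment was computed, because genes that could serve as a background are not in the table, and the assignment of genes to KEGG pathways was not used here.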

The GO annotation results showed that the genes associated with the ATP binding term were differentially expressed, and the KEGG pathway mapping results showed that some DEGs were involved in the peptidoglycan biosynthetic process (Supplementary Figures 1, 2). These results indicated that some genes encoding ATP binding protein or peptidoglycan biosynthetic genes might be differentially expressed due to *B. subtilis* natto supernatant treatment.

**Figure 7:**
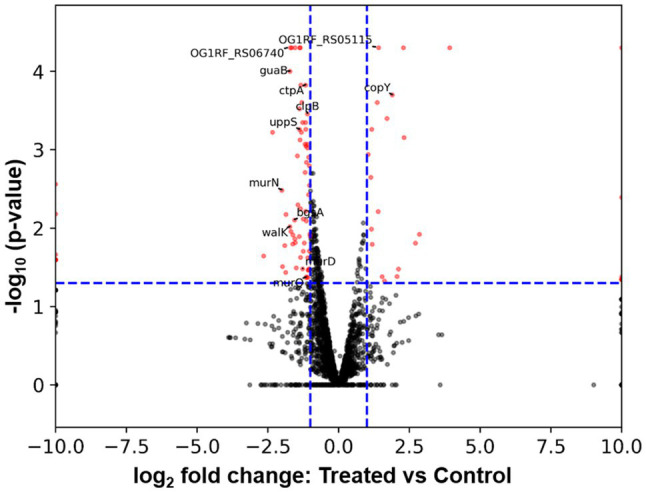
Volcano plot from RNA-seq data showing DEGs of *E. faecalis* in response to *B. subtilis* natto supernatant. The expression of each gene is represented by dots. Genes with a value of *p*≤0.05 and an FC≥2 were considered significantly differentially expressed (represented by red dots). The horizontal blue dashed lines indicate the positions on the Y axes for a -log_10_ (value of *p*=0.05), and the vertical blue dashed lines indicate the positions on the X axes for a±log_2_ (FC=2). The 13 DEGs labeled in the volcano plot were selected for further RT-qPCR analysis.

To verify the RNA-seq results, we selected a total of 13 DEGs, including some ATP binding protein-encoding genes and peptidoglycan biosynthetic genes, for further RT-qPCR analysis. As listed in Table 3, the up- or downregulation trends and relative expression of most selected DEGs, including three peptidoglycan biosynthetic genes [murD (OG1RF_RS03760), murN (OG1RF_RS08680), and uppS (OG1RF_RS09795)], bgsA (OG1RF_RS11220), and walK (OG1RF_RS05035), were consistent with the RNA-seq results. Furthermore, a correlation between the six downregulated DEGs listed above and *E. faecalis* cell wall homeostasis and biofilm formation has been reported previously (Dubrac et al., 2008; Vollmer et al., 2008; Theilacker et al., 2009; Watanabe et al., 2012; Bucher et al., 2015). 

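In the RNA-seq libraries, 10 of the 13 genes were lower and 3 were higher in treated cells. The RT-qPCR values of Table 3, given here as the paper's (mean ± SD, n = 3), were below 1 for all 10 of the lower genes. The RT-qPCR values are relative to gyrB, whereas FPKM is relative to the size of a library as scaled by cuffdiff. The ratio of murN, which encodes an aminoacyltransferase for the peptidoglycan cross-bridge, was 0.249 by RNA-seq beside the paper's 0.25 ± 0.01. For uppS, which makes the lipid carrier of cell wall precursors, it was 0.383 beside the paper's 0.41 ± 0.03, and for bgsA 0.341 beside the paper's 0.32 ± 0.09. The sensor kinase gene walK had an RNA-seq ratio of 0.303 and a paper's value of 0.49 ± 0.03. The ratio of murD was 0.415 beside the paper's 0.80 ± 0.15, and that of clpB was 0.466 beside the paper's 0.86 ± 0.19, which lies within 1 SD of 1. Among the remaining lower genes, murQ had 0.451 by RNA-seq and 0.41 ± 0.11 in the paper, guaB, the IMP dehydrogenase of guanine nucleotide synthesis, had 0.304 and 0.58 ± 0.09, the copper-exporting ATPase gene ctpA had 0.446 and 0.26 ± 0.01, and the monooxygenase gene OG1RF_RS06740 had 0.308 and 0.25 ± 0.15. Of the 3 higher genes, the copper-responsive repressor gene copY had a ratio of 3.73 by RNA-seq and the paper's RT-qPCR value was 0.32 ± 0.05. The primers for this locus tag, OG1RF_RS01345, carry the symbol copA in Table 2 and copY in Table 3. The NADH peroxidase gene OG1RF_RS05115 had 2.67 and the paper's 1.03 ± 0.19, and the surface anchor protein gene OG1RF_RS13100 had 2.25 and the paper's 1.00 ± 0.29, both within 1 SD of 1. RNA-seq and RT-qPCR thus lay on the same side of 1 for 11 of 13 genes, and for 9 of the 10 genes whose RT-qPCR value was more than 1 SD from 1.

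**Figure D2:**
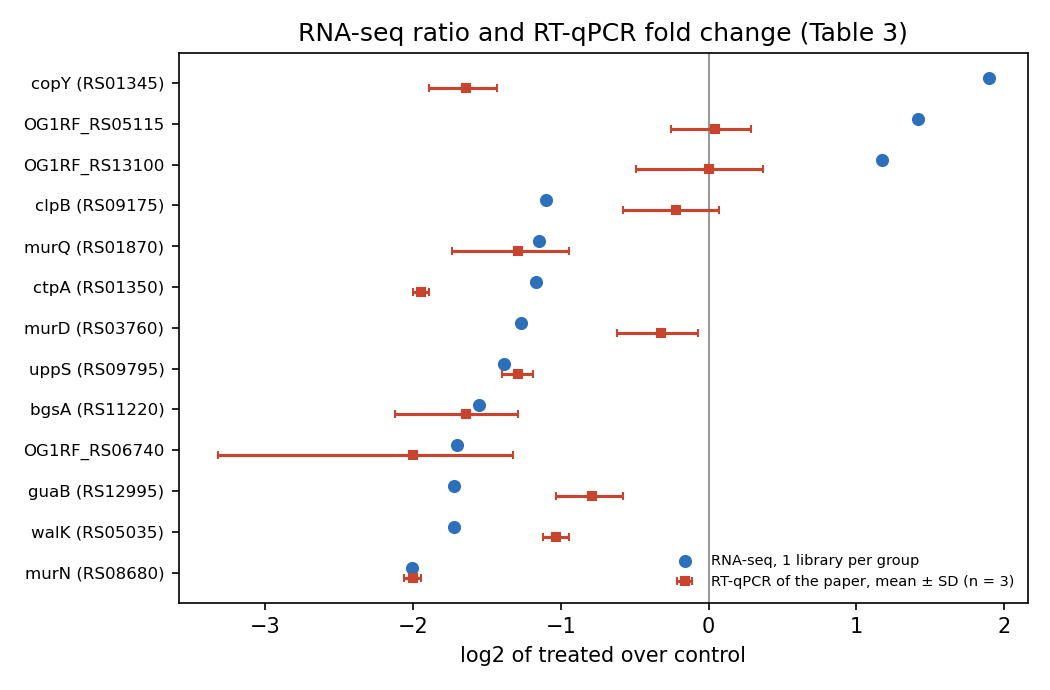
Log2 of treated over control for the 13 genes of Table 3, with circles for the RNA-seq ratio from 1 library per group and squares with bars for the paper's RT-qPCR mean ± SD (n = 3). The 10 lower genes have both symbols left of 0, while copY has its circle at 1.90 and its square at -1.64.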

Peptidoglycan, an essential component of the cell wall in almost all bacteria, plays a key role in maintaining cell shape and serves as a scaffold to anchor other cell envelope components, such as proteins and teichoic acids (Vollmer et al., 2008). Gene bgsA (OG1RF_RS11220) encodes the putative glucosyltransferase designated biofilm-associated glycolipid synthesis A and synthesizes diglucosyl–diacylglycerol (DGlcDAG) in *E. faecalis* (Theilacker et al., 2009). DGlcDAG, a precursor of glycolipid and lipoteichoic acid, is involved in *E. faecalis* biofilm production, adherence to host cells and virulence *in vivo* (Theilacker et al., 2009). Gene walK (OG1RF_RS05035) encodes the membrane-linked histidine kinase WalK. WalK is a key element in the WalK/WalR two-component signal transduction system, which regulates genes involved in cell wall metabolism, biofilm production, virulence regulation, oxidative stress resistance, and antibiotic resistance in low-G+C Gram-positive bacteria, including *E. faecalis* (Dubrac et al., 2008; Watanabe et al., 2012). 

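Each of murD, murN, uppS, bgsA and walK had a lower FPKM in treated than in control cells, as did murQ, a gene of cell wall recycling in the same RT-qPCR panel. On the chromosome of the OG1RF reference genome, uppS (OG1RF_RS09795) lies at 2020101 to 2020916 on the minus strand and had 42.4 FPKM in control and 16.3 in treated cells, a log2 ratio of -1.38. It overlaps by 4 bp the phosphatidate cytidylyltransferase gene OG1RF_RS09790, an enzyme of phospholipid synthesis on the same strand, which had 18.0 and 4.81 FPKM. The gene bgsA (OG1RF_RS11220), annotated in the file as a glycosyltransferase, lies at 2309081 to 2310085 on the minus strand and had 10.4 FPKM in control and 3.53 in treated cells, a log2 ratio of -1.55. The gene walK (OG1RF_RS05035) lies at 1006066 to 1007895 on the plus strand and had 3.42 and 1.04 FPKM, a log2 ratio of -1.72. At 1762579 to 1763859 on the minus strand, murN (OG1RF_RS08680) had 3.65 and 0.908 FPKM, a log2 ratio of -2.01. At 751022 to 752392 on the plus strand, murD (OG1RF_RS03760) had 1.59 and 0.660 FPKM, a log2 ratio of -1.27. Lastly, murQ (OG1RF_RS01870), at 357127 to 358029 on the plus strand, had 2.63 and 1.18 FPKM, a log2 ratio of -1.15.

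**Figure D3:**
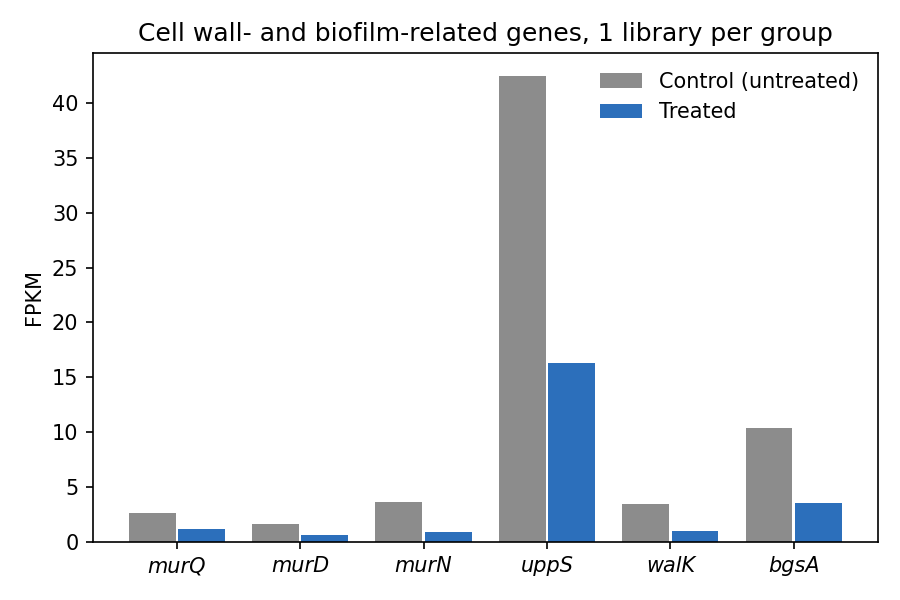
FPKM of 6 cell wall- and biofilm-related genes, with gray bars for the control and blue bars for the treated library, 1 library per group and hence no error bars. The bars of uppS, at 42.4 and 16.3 FPKM, are the tallest, and each of the other genes lies at or below 10.4 FPKM.

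In the authors' deposited table the p-value was 0.00055 for uppS, 0.0033 for murN, 0.0079 for bgsA, 0.0096 for walK, 0.0331 for murD and 0.0425 for murQ. The q-values in the authors' deposited table were 0.0519 for uppS, 0.165 for murN, 0.260 for bgsA, 0.293 for walK, 0.413 for murD and 0.451 for murQ. With a pseudocount of 1 added to each FPKM, the log2 ratio was -0.64 for murD and -0.73 for murQ, under an FC of 2, and -1.28 for murN and -1.12 for walK, which stayed above it. The paper sets the lower expression of its group of cell wall- and biofilm-related genes, of which it names murD, murN, uppS, bgsA and walK, beside earlier reports that tie such genes to cell wall homeostasis and biofilm formation, and gives these findings as its basis for studying the group. It does not say whether murQ belongs to that group.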

Based on these findings, we focused on the six downregulated cell wall- and biofilm-related genes in *E. faecalis* in further investigations.

**Table 3:** Validation of RNA-seq results by RT-qPCR.

Locus tag	Symbol	Annotation	FC (treated/control)	
			^a^RNA-seq	RT-qPCR
OG1RF_RS01345	copY	CopY/TcrY family copper transport repressor	3.73	0.32±0.05
OG1RF_RS01350	ctpA	copper-translocating P-type ATPase	0.45	0.26±0.01
OG1RF_RS01870	murQ	N-acetylmuramic acid 6-phosphate etherase	0.45	0.41±0.11
OG1RF_RS03760	murD	UDP-N-acetylmuramoyl-L-alanine--D-glutamate ligase	0.41	0.80±0.15
OG1RF_RS05035	walK	cell wall metabolism sensor histidine kinase WalK	0.30	0.49±0.03
OG1RF_RS05115		NADH peroxidase	2.67	1.03±0.19
OG1RF_RS06740		SidA/IucD/PvdA family monooxygenase	0.31	0.25±0.15
OG1RF_RS08680	murN	aminoacyltransferase	0.25	0.25±0.01
OG1RF_RS09175	clpB	ATP-dependent chaperone ClpB	0.47	0.86±0.19
OG1RF_RS09795	uppS	isoprenyl transferase	0.38	0.41±0.03
OG1RF_RS12995	guaB	IMP dehydrogenase	0.30	0.58±0.09
OG1RF_RS13100		cell wall surface anchor protein	2.25	1.00±0.29
OG1RF_RS11220	bgsA	cell wall glycolipid biosynthesis glucosyltransferase BgsA	0.34	0.32±0.09

a *Relative gene expression normalized to gyrB. The 2^−ΔΔCT^ method was used for calculations*.

### Inhibitory Effect of *B. subtilis* natto Supernatant on the *E. faecalis* Peptidoglycan Biosynthesis Pathway and WalK/WalR Two-Component System

To investigate whether *B. subtilis* natto supernatant inhibits the expression of other genes in the peptidoglycan biosynthesis pathway and WalK/WalR regulatory system, the relative expression of UDP-GlcNAc enolpyruvyl transferase (murA; OG1RF_RS10140), murB (OG1RF_RS10725), murF (OG1RF_RS03015), and murG (OG1RF_RS03765) in the peptidoglycan biosynthesis pathway and the response regulator-encoding gene walR (OG1RF_RS05030) in the WalK/WalR two-component system were assessed further using RT-qPCR. As shown in Figure 8, the relative expression of several peptidoglycan biosynthetic genes except murF was indeed inhibited due to *B. subtilis* natto supernatant treatment. The relative expression of walR in the WalK/WalR two-component system was also inhibited. Taken together with the RT-qPCR results of the six cell wall- and biofilm-related genes identified from RNA-seq, these results indicate that *B. subtilis* natto supernatant might interfere with the *E. faecalis* peptidoglycan biosynthesis pathway, WalK/WalR two-component system and bgsA, thus inhibiting biofilm formation.

**Figure 8:**
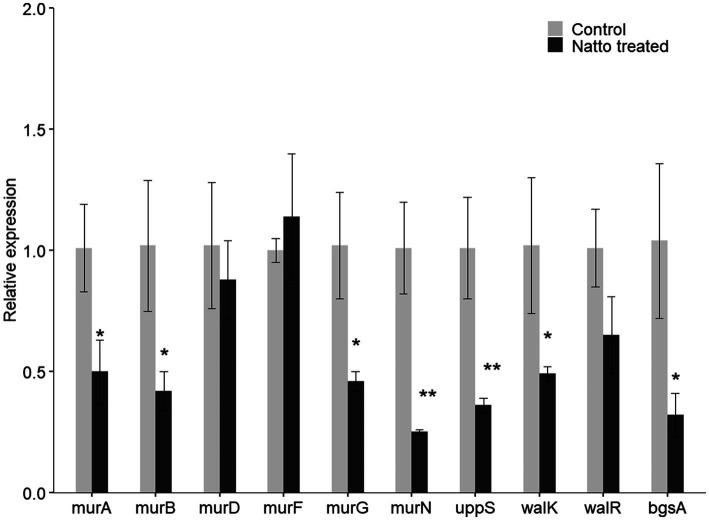
*B. subtilis* natto supernatant inhibits *E. faecalis* cell wall- and biofilm-related genes. *E. faecalis* OG1RF was cultured anaerobically in the presence or absence of *B. subtilis* natto supernatant for 24h. The relative expression of genes in the peptidoglycan biosynthesis pathway (murA, murB, murD, murF, and uppS), genes in the WalK/WalR two-component system (walK and walR), and bgsA were assessed using RT-qPCR. The data are presented as the means±SDs (*n*=3). ^*^p<0.05 and ^**^p<0.01 compared with each negative control group (Student’s *t*-test).

## Discussion

In this study, we found that the culture supernatant of *B. subtilis* natto can potently inhibit *E. faecalis* adherence to Caco-2 cell monolayers, aggregation, and biofilm production. These findings support the idea that some derivatives present in *B. subtilis* natto supernatant may have antibiofilm activity against *E. faecalis*. Consistent with this idea, some derivatives of *Bacillus* species have been shown to inhibit the formation of biofilms by several bacterial pathogens (Rivardo et al., 2009; Yoo et al., 2019; Tazehabadi et al., 2021). Rivardo et al. (2009) found that biosurfactants secreted by *B. subtilis* and *B. licheniformis* can effectively inhibit biofilm formation of *Escherichia coli* and *S. aureus*. Yoo et al. (2019) reported that *Bacillus velezensis* supernatant containing 1-deoxynojirimycin can decrease the biofilm production of *Streptococcus mutans*. Tazehabadi et al. (2021) mentioned that the bacteriocins subtilosin A and subtilin produced by *B. subtilis* and *B. amyloliquefaciens*, respectively, play a key role in inhibiting *Salmonella* biofilm formation (Yoo et al., 2019).

We also found that *E. faecalis* produced fewer exopolysaccharides under treatment with the culture supernatant of *B. subtilis* natto than under control conditions. Previous studies (Ramos et al., 2019) have shown that β-1,6-linked poly-N-acetylglucosamine (polyGlcNAc) in exopolysaccharides produced by *E. faecalis* bacteria enables the bacteria to successfully penetrate semisolid surfaces and translocate through human epithelial cell monolayers (Ramos et al., 2019). Thus, the inhibitory effect on *E. faecalis* exopolysaccharide production might also contribute to reducing polyGlcNAc production, thus mitigating the pathogenicity of *E. faecalis*.

In addition to exerting an inhibitory effect on exopolysaccharide production, *B. subtilis* natto supernatant restructured carbohydrates in the *E. faecalis* cell envelope. A previous study reported that the structure and composition of the bacterial cell envelope are linked to bacterial cell surface properties, such as surface stickiness (Sengupta et al., 2013). Another study reported that bacterial cells with greater surface stickiness have a tendency to aggregate (Kragh et al., 2016). In addition, the increased tendency to aggregate has been shown to be associated with increased biofilm production in *Pseudomonas aeruginosa* (Deziel et al., 2001; Haussler et al., 2003). Based on these findings, we infer that *B. subtilis* natto supernatant may alter *E. faecalis* cell envelope composition and cell surface properties, thereby interfering with *E. faecalis* adhesion to host tissues, aggregation, and biofilm production.

*Via* RNA-seq and RT-qPCR analysis, we found that *B. subtilis* natto supernatant inhibited the expression of bgsA, which encodes biofilm-associated glycolipid synthesis A, in *E. faecalis*. Previous studies (Theilacker et al., 2009) have shown that inactivation of bgsA in *E. faecalis* leads to a lack of DGlcDAG in cell membranes and to accumulation of longer lipoteichoic acid structures in cell walls, thus impairing *E. faecalis* adherence to host tissues and biofilm production. In addition to bgsA, walK and walR in the WalK/WalR two-component system were inhibited in *E. faecalis* treated with *B. subtilis* natto supernatant. In low-G+C Gram-positive bacteria, the activation of the WalK/WalR two-component system is essential for lateral cell wall synthesis and cell elongation, whereas depletion of this system may cause defects in cell morphology, murein (peptidoglycan) synthesis, and biofilm formation (Dubrac et al., 2008; Takada and Yoshikawa, 2018). Moreover, we also found that several peptidoglycan biosynthetic genes (murA, murB, murD, murG, murN, and uppS) in *E. faecalis* were inhibited. Since peptidoglycan is a crucial structural element in the cell walls of most bacteria, interference with its biosynthesis results in impaired biofilm formation and even cell lysis (Vollmer et al., 2008; Bucher et al., 2015). The downregulated genes listed above are all related to cell envelope synthesis and biofilm formation in *E. faecalis*. The evidence suggests that *B. subtilis* natto supernatant targets *E. faecalis* cell envelope synthesis and therefore interferes with the cell envelope composition and biofilm formation of *E. faecalis*.

Our findings reveal that *B. subtilis* natto supernatant can likely inhibit biofilm formation of *E. faecalis via* interference with *E. faecalis* cell envelope synthesis. Notably, the bacterial cell envelope synthetic process has been reported to be the major target for many antibacterial agents (McCallum et al., 2011). Many antibiotics act by blocking or disrupting bacterial peptidoglycan biosynthesis, such as fosfomycin, which inhibits MurA (Hashemian et al., 2019), and tunicamycin, which inhibits bacterial phospho-N-acetylmuramic acid (MurNAc)-pentapeptide translocase (MraY; Yamamoto et al., 2019). Furthermore, because maintenance of cell wall homeostasis and growth in low-G+C Gram-positive bacteria is essential, the WalK/WalR two-component system has been proposed as a novel target for antibacterial agents that are effective against multidrug-resistant bacteria, including MRSA and vancomycin-resistant *E. faecalis* (Fabret and Hoch, 1998; Gotoh et al., 2010). Watanabe et al. (2012) reported that the novel antibiotic signermycin B from *Streptomyces* extracts can function as a WalK inhibitor, targeting the conserved dimerization domain of WalK to inhibit autophosphorylation (Watanabe et al., 2012). Collectively, these studies provide evidence that some substances that function like antibiotics or WalK inhibitors may be present in the culture supernatant of *B. subtilis* natto. Further investigations are necessary to identify potential antibiofilm agents in the culture supernatant of *B. subtilis* natto.

The therapeutic potential of *B. subtilis* and its derivatives in animals has been reported in previous studies (Cartman et al., 2008; Piewngam et al., 2018). One previous study (Cartman et al., 2008) showed that *B. subtilis* spores can germinate in the chicken gastrointestinal tract. Another study (Piewngam et al., 2018) showed that mice fed *B. subtilis* spores exhibit complete decolonization of MRSA in the feces and intestines. These studies provide evidence that *B. subtilis* natto spores may germinate to form vegetative cells and produce functional substances in host gastrointestinal tracts.

In this work, our results showed that *B. subtilis* natto derivatives present in the culture supernatant could effectively inhibit the formation of *E. faecalis* biofilms. These derivatives downregulated the transcription of genes involved in membrane glycolipid biosynthesis, the WalK/WalR two-component system, and peptidoglycan biosynthesis, which may contribute to changes in the structural components of the cell envelope and therefore affect biofilm formation ability in *E. faecalis*. Based on these findings, we propose that natto or the probiotic *B. subtilis* natto could be used in the management of *E. faecalis* biofilm infections.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found online at: https://www.ncbi.nlm.nih.gov/geo/, GSE184249.

## Author Contributions

Y-CL wrote the manuscript. K-TL, W-SH, and Y-CL designed the experimental plan. Y-CL and C-YW performed all experiments and analyzed the relevant data. H-TH and M-KL assisted with carbohydrate composition analysis using HPAEC and data interpretation. All authors contributed to the revision and final review of the manuscript.

## Funding

This work was funded by grants from the Ministry of Science and Technology (nos. 107-2313-B-002-028 and 108-2313-B-002-056-MY3), Taiwan.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^ https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184249

## Supplementary Material

The Supplementary Material for this article can be found online at:

https://www.frontiersin.org/articles/10.3389/fmicb.2021.785351/full#supplementary-material

## Abbreviations

MRSA: methicillin-resistant *Staphylococcus aureus*
γ-PGA: γ-poly-DL-glutamic acid
FBS: fetal bovine serum
PFA: paraformaldehyde
EPS: extracellular polymeric substance
PSA: phenol-sulfuric acid
HPAEC: high-performance anion-exchange chromatography
PAD: pulsed amperometric detector
TFA: trifluoroacetic acid
TE: Tris-EDTA
PBS: phosphate-buffered saline
A: absorbance
SEM: scanning electron microscopy
CLSM: confocal laser scanning microscopy
rRNA: ribosomal RNA
qRT-qPCR: quantitative real-time polymerase chain reaction
OD: optical density
ddH2O: double-distilled water
CFU: colony-forming units
WT: wild type
CFP: cyan fluorescent protein
DEGs: differentially expressed genes
FC: fold change
1-DNJ: 1-deoxynojirimycin
polyGlcNAc: β-1,6-linked poly-N-acetylglucosamine

# Supplementary material for: Bacillus subtilis natto Derivatives Inhibit Enterococcal Biofilm Formation via Restructuring of the Cell Envelope
**Source:** Front Microbiol. 2021 Dec 9;12:785351. doi: 10.3389/fmicb.2021.785351
**Supplement:** Supplementary file 1

Supplementary Material

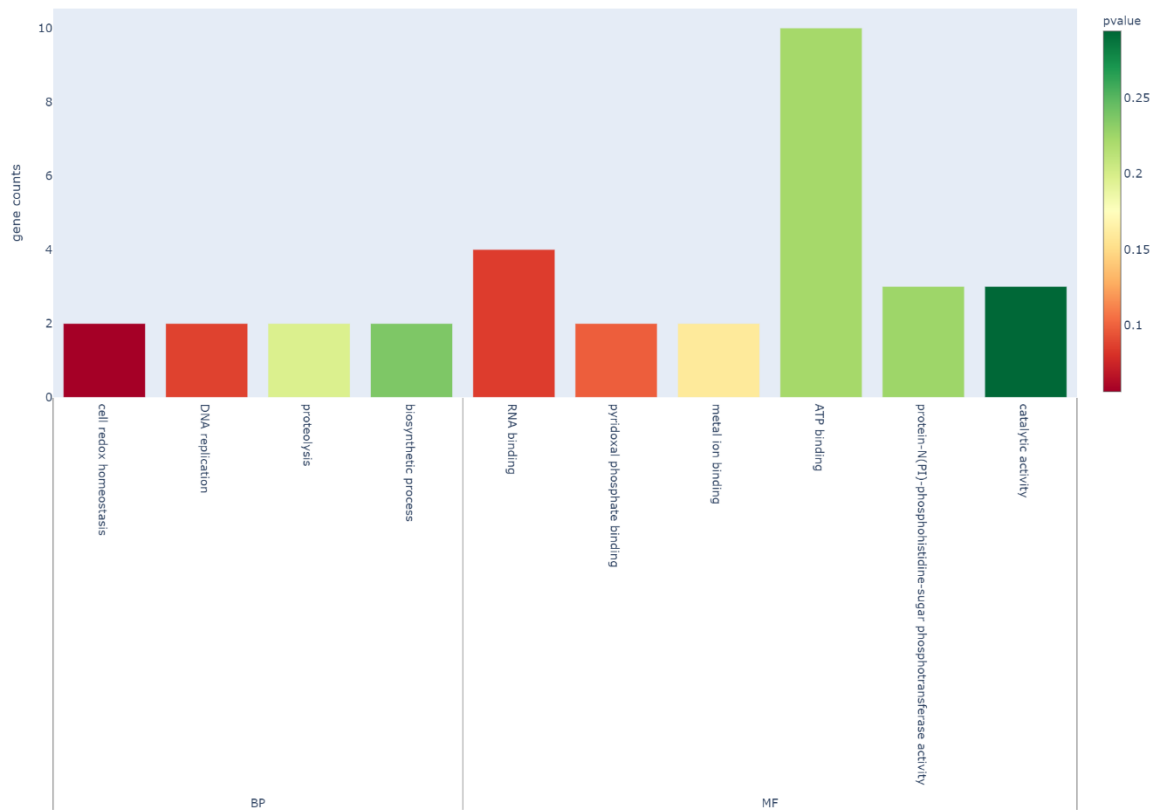

Supplementary Figure 1. Bar plot of the GO enrichment results for the DEGs. Each bar represents a GO term (top 10). The top 10 GO terms were mainly divided into two categories: the biological process (BP) and molecular function (MF) categories. The X-axis shows the GO term classification, and the y-axis shows the number of genes. The color indicates the significance of enrichment (p-value), with the color gradient representing the degree of the p-value.

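The heights of these bars can be recounted from the GO terms attached to each gene. The term cell redox homeostasis had 2 genes, of which the NADH peroxidase gene OG1RF_RS05115 was higher and the monooxygenase gene OG1RF_RS06740 was lower in treated cells, with 1566 FPKM in control and 482 in treated cells. DNA replication had 2 genes, holA and recQ, and proteolysis had 2 genes, lexA and rseP, and all were lower. Biosynthetic process had 2 genes, murD, which was lower, and the aminotransferase OG1RF_RS00140, which was higher, with 0.246 FPKM in control and 1.06 in treated cells. Among molecular functions, metal ion binding had 2 genes, ctpA and the zinc transporter gene OG1RF_RS12625, both lower. Pyridoxal phosphate binding had 2 genes in opposite directions, and catalytic activity had 3 genes, of which menB of menaquinone synthesis and guaB were lower. The term of sugar phosphotransferase activity had 3 genes, of which 2 were higher. These numbers, and those for ATP binding and RNA binding, match the heights of the bars as read by eye. They count genes per term and do not show a direction, and the p-value given by the color concerns the enrichment of a term among the genes, not the difference between treated and control cells.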

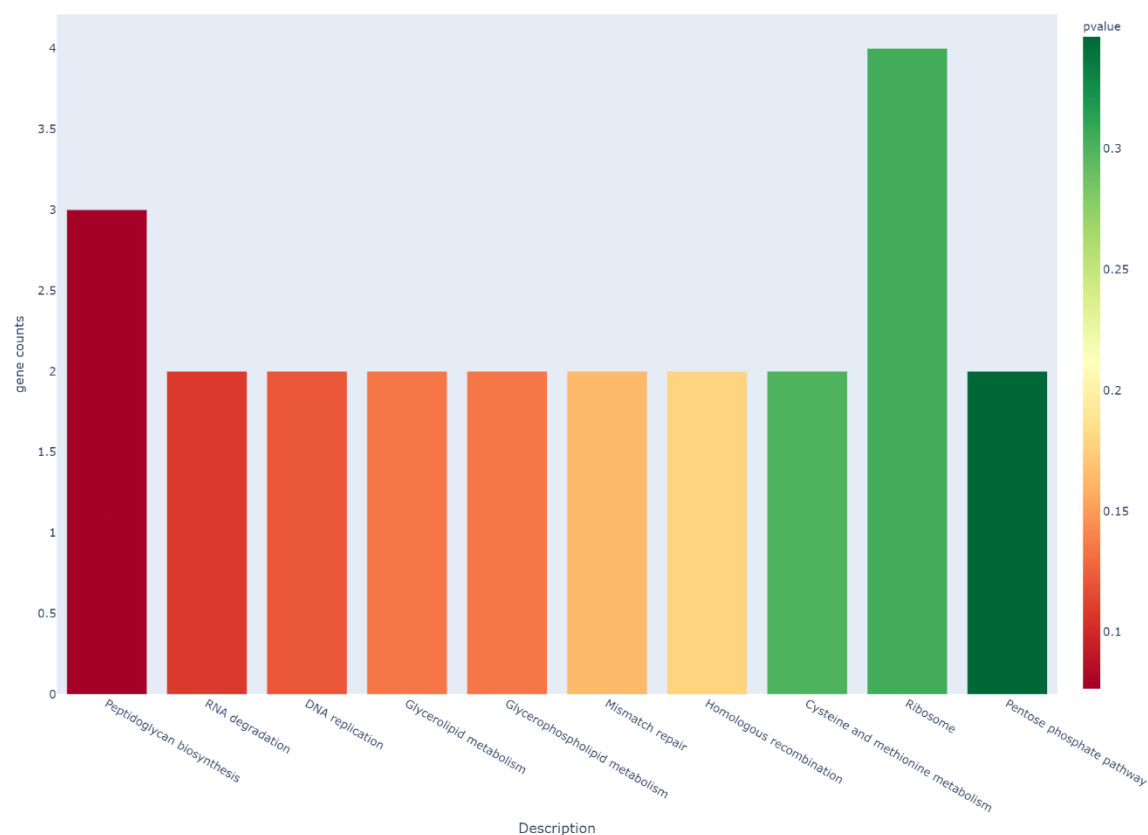

Supplementary Figure 2. Bar plot of the KEGG pathways of the DEGs. Each bar represents a pathway (top 10). The X-axis shows the pathway classification, and the y-axis shows the number of genes. The color indicates the significance of enrichment (p-value), with the color gradient representing the degree of the p-value.

Supplementary Table 1. A total of 95 DEGs (p value ≤ 0.05 and FC ≥ 2) were identified in the *B. subtilis* natto supernatant-treated group.

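Supplementary Table 1 has columns for the locus tag, the symbol where there is one, the annotation, the FPKM in the treated and control libraries, their ratio, the log2 of the ratio and the p-value. In the text of the supplement used here, the ratio and its log2 are blank in the last rows, from trpS to OG1RF_RS13840. From the deposited FPKM values, the ratio and its log2 were recomputed for the 82 genes above 0 in both libraries, and all 82 came out within a relative tolerance of 0.001 for the ratio. In the other 13 genes one library is listed at 0 and a small number stands in for it in the division, so the ratios of these genes are not fold changes. Of these, 7 were listed at 0 in treated cells, with 0.588 to 2.88 FPKM in control. The other 6 were listed at 0 in control cells. They were the tRNA-Ser gene OG1RF_RS01195, a 5S rRNA gene and 4 protein-coding genes. The tRNA-Ser gene had 3445 FPKM in treated cells but is only 88 bp long, so few fragments can give such a value. Its cuffdiff p-value in the authors' deposited table, 0.04525, equals that of OG1RF_RS05845, 501 bp long with 0.733 FPKM in treated cells. Among the protein-coding genes, the hypothetical protein gene OG1RF_RS01020 had 30.3 FPKM and the molybdenum cofactor guanylyltransferase gene OG1RF_RS06085 had 1.32 FPKM in treated cells. A value of 0 in one library of unknown depth does not show that a gene was silent.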

Locus tag	Symbol	Annotation	FPKM		Ratio & log ₂ ratio		P-value
			Treated	Control	T/C	log ₂ (T/C)	
OG1RF_RS00090		sigma-54-dependent transcriptional regulator	4.25	10.47	0.41	-1.30	0.00025
OG1RF_RS00125		hypothetical protein	203.28	470.91	0.43	-1.21	0.0155
OG1RF_RS00140		pyridoxal phosphate-dependent aminotransferase	1.06	0.25	4.33	2.12	0.0333
OG1RF_RS01020		hypothetical protein	30.29	1.00E-05	3.03E+06	21.53	0.04525
OG1RF_RS01195		tRNA-Ser	3445.22	1.00E-05	3.45E+08	28.36	0.04525
OG1RF_RS01345	copY	CopY/TcrY family copper transport repressor	23.78	6.38	3.73	1.90	0.0002
OG1RF_RS01350	ctpA	copper-translocating P-type ATPase	27.94	62.70	0.45	-1.17	0.00015
OG1RF_RS01575		DUF969 domain-containing protein	14.94	31.44	0.48	-1.07	0.0346
OG1RF_RS01625		type I toxin-antitoxin system Fst family toxin	904.15	276.32	3.27	1.71	0.0004
OG1RF_RS01800	menB	1,4-dihydroxy-2-naphthoyl-CoA synthase	27.70	59.74	0.46	-1.11	0.00085
OG1RF_RS01870	murQ	N-acetylmuramic acid 6-phosphate etherase	1.18	2.63	0.45	-1.15	0.0425
OG1RF_RS02105		uracil-DNA glycosylase	347.82	71.11	4.89	2.29	0.00005
OG1RF_RS02520		nicotinamide riboside transporter PnuC	9.44	21.14	0.45	-1.16	0.0061
OG1RF_RS02545		L-cystine transporter	5.66	11.66	0.49	-1.04	0.03305
OG1RF_RS03150		copper-translocating P-type ATPase	42.56	88.54	0.48	-1.06	0.00125
OG1RF_RS03595		hypothetical protein	0.00	2.66	0.00	-18.02	0.02535
OG1RF_RS03740	rsmH	16S rRNA (cytosine(1402)-N(4))-methyltransferase RsmH	0.73	2.06	0.35	-1.50	0.0322
OG1RF_RS03760	murD	UDP-N-acetylmuramoyl-L-alanine--D-glutamate ligase	0.66	1.59	0.41	-1.27	0.0331
OG1RF_RS03800		RNA-binding protein	15.13	33.82	0.45	-1.16	0.00055
OG1RF_RS03885		PTS sugar transporter subunit IIC	31.63	14.35	2.20	1.14	0.00225
OG1RF_RS03900		hypothetical protein	2.51E+05	1.22E+05	2.07	1.05	0.00115
OG1RF_RS03990		Cof-type HAD-IIB family hydrolase	3.49	10.73	0.33	-1.62	0.01595
OG1RF_RS03995		DUF1361 domain-containing protein	0.00	0.59	0.00	-15.84	0.02535
OG1RF_RS04060		16S ribosomal RNA	124.51	8.20	15.19	3.93	0.00005
OG1RF_RS04075	rrf	5S ribosomal RNA	4508.43	1.00E-05	4.51E+08	28.75	0.00005
OG1RF_RS04340		hypothetical protein	4.38	13.84	0.32	-1.66	0.00005
OG1RF_RS04590		DUF898 family protein	0.00	2.88	0.00	-18.13	0.02535
OG1RF_RS04650	lepB	signal peptidase I	13.79	35.04	0.39	-1.35	0.00565
OG1RF_RS04675		phenylalanine--tRNA ligase subunit beta	27.76	71.24	0.39	-1.36	0.00005
OG1RF_RS05010		TIGR01906 family membrane protein	13.93	2.80	4.97	2.31	0.0007

Supplementary Material

OG1RF_RS05035	walK	cell wall metabolism sensor histidine kinase WalK	1.04	3.42	0.30	-1.72	0.0096
OG1RF_RS05050		MBL fold metallo-hydrolase	15.11	31.50	0.48	-1.06	0.00375
OG1RF_RS05060		TIGR03943 family protein	8.36	3.74	2.23	1.16	0.0103
OG1RF_RS05115		NADH peroxidase	1502.30	563.36	2.67	1.42	0.00005
OG1RF_RS05460		hypothetical protein	2.21	1.00E-05	2.21E+05	17.76	0.04195
OG1RF_RS05470		structural protein	43.93	19.28	2.28	1.19	0.0161
OG1RF_RS05845		hypothetical protein	0.73	1.00E-05	7.33E+04	16.16	0.04525
OG1RF_RS06085		molybdenum cofactor guanylyltransferase	1.32	1.00E-05	1.32E+05	17.01	0.00405
OG1RF_RS06200		ABC transporter ATP-binding protein	2.12	6.83	0.31	-1.68	0.01105
OG1RF_RS06245		hypothetical protein	978.78	2547.60	0.38	-1.38	0.0003
OG1RF_RS06250	nrdI	class Ib ribonucleoside-diphosphate reductase assembly flavoprotein NrdI	8.63	2.06	4.18	2.07	0.04145
OG1RF_RS06520		ECF transporter S component	82.76	183.94	0.45	-1.15	0.0009
OG1RF_RS06705	lexA	transcriptional repressor LexA	3.88	11.85	0.33	-1.61	0.01225
OG1RF_RS06740		SidA/IucD/PvdA family monooxygenase	481.57	1565.70	0.31	-1.70	0.00005
OG1RF_RS06750		GNAT family N-acetyltransferase	1.00E-05	2.67	0.00	-18.03	0.0066
OG1RF_RS06780		NUDIX domain-containing protein	1.00E-05	1.29	0.00	-16.98	0.02175
OG1RF_RS06875	parE	DNA topoisomerase IV subunit B	8.15	17.89	0.46	-1.13	0.00145
OG1RF_RS07250	rpsP	30S ribosomal protein S16	59.91	125.21	0.48	-1.06	0.03395
OG1RF_RS07275		putative DNA-binding protein	17.59	44.64	0.39	-1.34	0.02365
OG1RF_RS07295	pstS	phosphate ABC transporter substrate-binding protein PstS family protein	2.49	6.41	0.39	-1.36	0.00075
OG1RF_RS07545		phosphate ABC transporter ATP-binding protein	9.17	19.50	0.47	-1.09	0.0239
OG1RF_RS07690		phosphoribosylaminoimidazolesuccinocarboxamide synthase	1.68	8.48	0.20	-2.33	0.0006
OG1RF_RS07740		DUF998 domain-containing protein	1.44	3.78	0.38	-1.39	0.0128
OG1RF_RS08050		TVP38/TMEM64 family protein	4.25	12.30	0.35	-1.53	0.01535
OG1RF_RS08115		lactonase family protein	6.79	2.34	2.90	1.54	0.04165
OG1RF_RS08345		SorC family transcriptional regulator	81.49	183.25	0.44	-1.17	0.00045
OG1RF_RS08350		YitT family protein	1.90	4.52	0.42	-1.25	0.00765
OG1RF_RS08580	mnmA	tRNA 2-thiouridine(34) synthase MnmA	23.18	58.46	0.40	-1.33	0.00015
OG1RF_RS08680	murN	aminoacyltransferase	0.91	3.65	0.25	-2.01	0.0033
OG1RF_RS08925		TetR/AcrR family transcriptional regulator	4.07	0.56	7.24	2.86	0.012
OG1RF_RS08990		FUSC family protein	1.02	4.03	0.25	-1.98	0.031
OG1RF_RS09105		hypothetical protein	24.11	9.36	2.58	1.37	0.00025
OG1RF_RS09175	clpB	ATP-dependent chaperone ClpB	884.72	1898.79	0.47	-1.10	0.00035

OG1RF_RS09305	rseP	RIP metalloprotease RseP	1.72	3.76	0.46	-1.13	0.0421
OG1RF_RS09325		ATP-binding protein	5.74	13.05	0.44	-1.18	0.00195
OG1RF_RS09330		methyltransferase	0.89	5.56	0.16	-2.65	0.0227
OG1RF_RS09485		homoserine dehydrogenase	22.87	46.72	0.49	-1.03	0.00285
OG1RF_RS09550		PTS transporter subunit EIIC	3.72	1.41	2.64	1.40	0.00615
OG1RF_RS09605	holA	DNA polymerase III subunit delta	3.73	10.11	0.37	-1.44	0.00505
OG1RF_RS09675	recQ	DNA helicase RecQ	2.67	5.89	0.45	-1.14	0.0081
OG1RF_RS09685		inositol monophosphatase family protein	60.22	123.47	0.49	-1.04	0.0016
OG1RF_RS09790		phosphatidate cytidyltransferase	4.81	17.99	0.27	-1.90	0.0167
OG1RF_RS09795	uppS	isoprenyl transferase	16.27	42.43	0.38	-1.38	0.00055
OG1RF_RS09850		hypothetical protein	3.62	7.31	0.50	-1.01	0.0119
OG1RF_RS09995		purine permease	5.37	10.79	0.50	-1.01	0.0127
OG1RF_RS10200	rnr	ribonuclease R	14.24	35.46	0.40	-1.32	0.0006
OG1RF_RS10290		ABC-F family ATP-binding cassette domain-containing protein	25.61	74.25	0.34	-1.54	0.00005
OG1RF_RS10475	trpS	tryptophan--tRNA ligase	2.90	8.46			0.01375
OG1RF_RS10535		1-acyl-sn-glycerol-3-phosphate acyltransferase	9.33	25.60			0.0012
OG1RF_RS10860	holB	DNA polymerase III subunit delta'	48.87	104.54			0.00095
OG1RF_RS11175	fabG	3-oxoacyl-[acyl-carrier-protein] reductase	53.14	120.93			0.00085
OG1RF_RS11220	bgsA	glycosyltransferase	3.53	10.36			0.0079
OG1RF_RS11230	rrf	5S ribosomal RNA	4.73E+04	1.22E+05			0.00005
OG1RF_RS11255		hypothetical protein	36.81	75.53			0.01965
OG1RF_RS11450	thiI	tRNA 4-thiouridine(8) synthase ThiI	1.51	3.58			0.01975
OG1RF_RS11525		hypothetical protein	1.00E-05	1.88			0.02535
OG1RF_RS11545		amidinotransferase	13.64	32.91			0.00045
OG1RF_RS11580		PTS sugar transporter subunit IIB	1.00E-05	2.61			0.00275
OG1RF_RS11785		dicarboxylate/amino acid:cation symporter	0.78	2.85			0.0067
OG1RF_RS12535		WxL domain-containing protein	3.26	0.50			0.01555
OG1RF_RS12625		zinc ABC transporter substrate-binding protein AdcA	1.55	3.29			0.04265
OG1RF_RS12910		aminotransferase class I/II-fold pyridoxal phosphate-dependent enzyme	0.77	2.82			0.0368
OG1RF_RS12995	guaB	IMP dehydrogenase	4.49	14.80			0.0001
OG1RF_RS13100		cell wall surface anchor protein	7.42	3.30			0.00055
OG1RF_RS13840		hypothetical protein	50.47	16.38			0.0474

How the deposited data were processed for this re-analysis (not part of the article)

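The analysis started from 1 deposited table of differentially expressed genes of E. faecalis OG1RF grown with or without B. subtilis natto supernatant for 24 h at 37 °C, with 1 library per group. The submitters' processing notes and the paper's methods name bcl2fastq, Trimmomatic 0.36, HISAT2 and cuffdiff of Cufflinks 2.2.1, run with bias correction, and the OG1RF reference chromosome. The FPKM values of the treated and control libraries were made by the authors with these tools, and fragments were scaled to gene length and library size. The ratio of treated over control FPKM was deposited by the authors with 1e-05 in place of 0. The log2 ratio was deposited by the authors as the log2 of that ratio. The p-value and q-value of each gene were computed by the authors with cuffdiff and are quoted from the authors' deposited table. The deposited rows had already been filtered to p of at most 0.05 and FC of at least 2.

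From these values the ratio and log2 ratio were recomputed without a pseudocount with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. No test was run and no error is given, since each group had 1 library. The depth of the libraries is not given in the sources used here, so no counting interval could be attached to an FPKM. Because FPKM is relative, a change in a few abundant RNAs, such as rRNA that escaped depletion, can shift all other genes of that library. Whether the scaling by cuffdiff corrects for this is not known, since the paper's methods do not give it. The libraries could not be rescaled from a table that holds only genes past the thresholds. Low FPKM values rest on few fragments, as can high FPKM values of short genes. Reads that fit several gene copies, as in rRNA genes, are divided by the software.

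The genes named in the text were chosen from those the paper names in its RNA-seq and RT-qPCR text and in Tables 2 and 3, the members of 13 gene lists, the 10 highest and 10 lowest ratios among genes with FPKM of at least 1 in both libraries, and the genes listed at 0 in one library, 65 genes in all, of which some are not named singly. This rule, the lists and the alternatives, apart from leaving out OG1RF_RS01345, were written before the deposited values were analysed. Supplementary Table 1, which gives the FPKM values and p-values of the same genes, had already been seen. The choices were thus not made blind to the data. Other genes were named after their values were seen, as members of a GO term, as neighbors, as the most abundant or, for OG1RF_RS09105, by its q-value in the authors' deposited table. The symbols murD, murN, uppS, bgsA and ctpA were taken from Tables 2 and 3 and copY from Table 3 (Table 2 gives copA for the same locus tag), and coordinates and all other names from the file. The GO terms of the file were counted by direction, with no enrichment test. RT-qPCR values are the paper's.

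The number of genes that entered the authors' adjustment was recovered from the p-value and q-value pairs of the authors' deposited table, since under the Benjamini-Hochberg procedure q equals p times the number of tests divided by the rank. The recovery was tested on simulated data, with 50 draws of between 1800 and 2598 genes each. The number of genes was recovered in 47 draws, with no answer in the other 3. The rank at the largest usable p was recovered in all 50, including the 3 draws without a recovered number of genes. The simulated rank thus did not start from a recovered number, whereas the rank reported for the deposited values does. The simulation is therefore no check of the reported rank. Alternatives tried were filters on low FPKM, leaving out genes listed at 0 or rRNA and tRNA genes, stricter p, q and FC thresholds, and pseudocounts of 0.1 and 1.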

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

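The test on the 5S rRNA genes was chosen after the values had been seen. Of the 7 genes that were higher in treated cells with q of at most 0.05 in the authors' deposited table, 5 are outside the genes that the text of the paper discusses, and each is higher in the treated than in the control library. The uracil-DNA glycosylase gene OG1RF_RS02105 had a ratio of 4.89. The gene of the type I toxin-antitoxin Fst family toxin, OG1RF_RS01625, a short membrane peptide encoded at 309846 to 310001 on the minus strand, had 276 FPKM in control and 904 in treated cells, a ratio of 3.27. The hypothetical protein gene OG1RF_RS09105 had 9.36 and 24.1 FPKM, a ratio of 2.58. The 16S rRNA gene OG1RF_RS04060 had a ratio of 15.2.

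The 5S rRNA gene OG1RF_RS04075 was listed at 0 in control cells and had 4508 FPKM in treated cells, whereas another 5S copy, OG1RF_RS11230, had 122109 FPKM in control and 47302 in treated cells. A candidate explanation is that reads of near-identical copies were divided differently in each library. In that case the sum over copies would stay level, but the sum of these 2 copies had a ratio of 0.424. Any further copies are outside the table, so the sum is incomplete, and sharing of reads cannot be told apart from a difference in rRNA depletion or in rRNA content. No biological explanation was tested.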

How the results depend on the processing

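With 1 library per group there is no replicate check. The unknown depth limits above all the genes with low FPKM and the short genes, where few fragments give a high FPKM. Of 95 differentially expressed genes, 70 lower and 25 higher, p of at most 0.01 left 53, with 40 lower and 13 higher. An FC threshold of 3 left 37, with 21 lower and 16 higher. These include the 7 lower and 6 higher genes listed at 0 in either library. Those genes have no FC and passed only by a ratio with a small number standing in for 0. A q of at most 0.05 left 20, with 13 lower and 7 higher. Requiring FPKM of at least 1 in both libraries left 16 higher genes. These falls follow from the stricter thresholds, which can only remove genes. Under the other alternatives the counts stayed within 1.5 times the reported ones, between 68 and 93 genes in all. These alternatives too could only remove genes, since the deposited genes were already cut at both thresholds. Of the 36 lower members of the gene lists, 8 had q of at most 0.05. With FPKM of at least 1 in both libraries, the peptidoglycan list had 2 of its 4 lower members. A pseudocount of 1 moved the ratios of 6 of 52 named genes by more than 1.5 times and one of 0.1 moved 0. Neither turned a direction, and neither could, since the same number is added to both values. The side of 1 was shared by RNA-seq and RT-qPCR in 11 of 13 genes, and in 9 of 10 where RT-qPCR was more than 1 SD from 1. It was shared in 11 of 12 without OG1RF_RS01345, named copA in Table 2 and copY in Table 3. This alternative was added after the data were seen. The gene left out lay on opposite sides of 1, so leaving it out could only raise the share. Scaling by the median ratio was not run here, since the table holds only genes past the thresholds. Whether cuffdiff had applied such a scaling is not given in the paper's methods.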

Differences from the paper's values

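None of the 26 values compared with the paper differed by more than 1.5 times at the paper's thresholds. The counts of 95, 70 and 25 genes were the same, which was fixed in advance, since the deposited genes were already filtered at these thresholds. The 13 RNA-seq ratios of Table 3 differed by at most 0.00489, within the rounding of Table 3. They are ratios of the same FPKM values, so this checks the arithmetic only. The gene counts of the 10 GO terms in Supplementary Figure 1 match the bars as read by eye.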

Other observations

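Neighboring genes on the same strand, at most 100 bp apart, formed 4 pairs in the table, of which 2 moved in the same direction and 2 in opposite directions. The repressor gene copY and the copper-exporting ATPase gene ctpA are separated by 15 bp, and copY had a log2 ratio of 1.90 while ctpA had -1.17. The paper's RT-qPCR values (mean ± SD, n = 3) lie below 1 for both, at 0.32 ± 0.05 for copY and 0.26 ± 0.01 for ctpA. The opposite directions of this pair were thus seen by RNA-seq only. The primers of the copY locus carry the symbol copA in Table 2, and which transcript they measured was not checked here. The second copper-translocating ATPase gene, OG1RF_RS03150, had 88.5 FPKM in control and 42.6 in treated cells. The hypothetical protein gene OG1RF_RS06245, with 2548 FPKM in control and 979 in treated cells, lies 58 bp from nrdI, which was higher. The pair of uppS and the phosphatidate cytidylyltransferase gene was lower in both members, as was the pair of OG1RF_RS09325, an ATP-binding protein, and the methyltransferase OG1RF_RS09330, with 5.56 FPKM in control and 0.886 in treated cells. The 3 listed genes of purine synthesis and uptake were lower, with guaB at 14.8 and 4.49 FPKM. The purine permease OG1RF_RS09995 had 10.8 and 5.37 FPKM. Of 4 listed genes of stress and redox, clpB, with 1899 FPKM in control and 885 in treated cells, and OG1RF_RS06740 were lower. The other members, nrdI and the NADH peroxidase gene, the latter with 563 and 1502 FPKM, were higher. Of 4 listed rRNA and tRNA genes 3 were higher, of which 1 had FPKM of at least 1 in both libraries, and 1 was lower. Of 3 listed copper homeostasis genes 2 were lower and 1, copY, was higher by RNA-seq but not by RT-qPCR. Of the WalK/WalR genes walK was in the table and walR was not, though the paper reports walR as inhibited by RT-qPCR. The protein-coding gene with the highest FPKM in the table in both libraries was the hypothetical protein gene OG1RF_RS03900, 120 bp long, with 121543 FPKM in control and 251056 in treated cells.

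The q-values of the authors' deposited table correspond to 2170 genes adjusted together, whereas the paper gives 2657 genes as detected. At p of 0.04525 in the authors' deposited table the rank implied by q is 213, where p-values spread evenly over 2170 genes would give 98.2. Of those 213 genes, 94 are in the table, which is also filtered on FC, and 119 are not.

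The tests in this and the next paragraph were chosen after the values had been seen. RNA-seq and RT-qPCR were on the same side of 1 for 10 of 10 lower genes but for 1 of 3 higher genes. That 1 higher gene, OG1RF_RS05115, had the paper's RT-qPCR value of 1.03 ± 0.19, within 1 SD of 1. Among the lower genes, clpB at 0.86 ± 0.19 was also within 1 SD of 1. If a library-wide scaling difference were the cause, the log2 of the RT-qPCR fold over the RNA-seq ratio would be shifted alike in both groups. It had a median of 0.05 in the lower genes, from -0.78 to 0.95, and of -1.37 in the higher genes, from -3.54 to -1.17, a gap of 0.39 between the ranges beside an SD of 0.60 in the lower genes. This does not decide the point, since the genes were split by the same RNA-seq ratio that enters this value and only 3 were higher. Selection of extreme ratios in 1 library pair would also draw RT-qPCR values toward 1 in the lower genes, and this was so in 6 of 10, which decides nothing. A scaling difference, chance in single libraries and a difference between the cultures used for each assay stay open, and no biological explanation was tested. The RT-qPCR values are normalized to gyrB, and whether gyrB differed between treated and control cells cannot be seen here. For copY, which transcript the primers measured was not checked.

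None of murQ, murD, murN, uppS, walK and bgsA had q of at most 0.05 in the authors' deposited table. Whether a smaller change sets them apart cannot be told from these values, since their median log2 ratio was -1.47 (SD 0.32 across the 6 genes), against -1.36 in the 13 lower genes with q of at most 0.05. Low expression is a candidate explanation, because 5 of the 6 lay below 10.5 FPKM in both libraries, the lowest level of any gene with q of at most 0.05 when the higher library is taken. Of these, bgsA lay just below that level, and uppS, at 42.4 FPKM, was above it with a q of 0.0519 in the authors' deposited table. No biological explanation was tested.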
